# Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP

**DOI:** 10.1093/nar/gku095

**Published:** 2014-02-06

**Authors:** Vihandha O. Wickramasinghe, Robert Andrews, Peter Ellis, Cordelia Langford, John B. Gurdon, Murray Stewart, Ashok R. Venkitaraman, Ronald A. Laskey

## Abstract

The nuclear phase of the gene expression pathway culminates in the export of mature messenger RNAs (mRNAs) to the cytoplasm through nuclear pore complexes. GANP (germinal- centre associated nuclear protein) promotes the transfer of mRNAs bound to the transport factor NXF1 to nuclear pore complexes. Here, we demonstrate that GANP, subunit of the TRanscription-EXport-2 (TREX-2) mRNA export complex, promotes selective nuclear export of a specific subset of mRNAs whose transport depends on NXF1. Genome-wide gene expression profiling showed that half of the transcripts whose nuclear export was impaired following NXF1 depletion also showed reduced export when GANP was depleted. GANP-dependent transcripts were highly expressed, yet short-lived, and were highly enriched in those encoding central components of the gene expression machinery such as RNA synthesis and processing factors. After injection into *Xenopus* oocyte nuclei, representative GANP-dependent transcripts showed faster nuclear export kinetics than representative transcripts that were not influenced by GANP depletion. We propose that GANP promotes the nuclear export of specific classes of mRNAs that may facilitate rapid changes in gene expression.

## INTRODUCTION

Nuclear export of messenger RNA (mRNA) is mediated by transport factors that bind to mature mRNAs and enable them to overcome the barrier function within the nuclear pore complex (NPC) transport channel generated by nuclear pore proteins that have regions rich in phenylalanine-glycine repeats (FG-nucleoporins) (1–6). The NXF1:NXT1 complex is a major export factor for bulk mRNAs although other factors, such as SR proteins, can also participate (4,7–14). In budding yeast, the export of some transcripts, such as those from the *GAL* genes, is tightly coupled to preceding steps in the gene expression pathway by the Sac3-containing TREX-2 complex (3,15,16) that localizes these actively transcribing genes to the NPCs (17,18). Although mammalian cells have an analogous complex, based on a scaffold of the Sac3 homologue germinal- centre associated nuclear protein (GANP), preliminary evidence suggested that this complex appears to function primarily to facilitate the movement of mature transcripts from processing centres deeper in the nucleus to the NPCs (19,20). However, a recent report suggests that at steady state some TREX-2 components, such as ENY2 and PCID2, are mainly associated with the nuclear pore basket (21). Fluorescent recovery after photobleaching and fluorescence loss in photobleaching experiments using stable EGFP-ENY2 and EGFP-PCID2 showed a fluorescence recovery of hours, and minimal exchange between nucleoplasmic and NPC-associated fractions. Interestingly, GANP also associates with RNA polymerase II (19,22), and mass spectroscopy studies have indicated that GANP also interacts with both the mRNA processing machinery and histones (22). In B cells, these interactions may be important in transcription complex recruitment and positioning at immunoglobulin variable loci to favour activation-induced deaminase targeting (22). Thus, GANP appears to have roles in mammalian cells that are distinct from those of its homologue, Sac3 in yeast. GANP binds to both NPCs and NXF1 and furthermore GANP depletion results in nuclear retention of poly(A)+ mRNA [consistent with its being associated with coupling export to preceding processing steps in the gene expression pathway (20)]. Although one report has suggested that GANP functions in the export of shugoshin-1 mRNA (23), it remains unclear whether GANP functions generally in mRNA export or whether it influences only a subset of transcripts, nor is the extent to which the GANP-mediated and NXF1-mediated export pathways overlap.

Although some selectivity of the mRNAs exported by transport factors has been observed in yeast and *Drosophila* (24,25), the mechanism by which selectivity is achieved is poorly understood. Furthermore, whether NXF1 exports all mRNA or a subset remains controversial. Thus, in *Drosophila*, ∼76% of transcripts were downregulated in the cytoplasm of NXF1-depleted cells 4 days after depletion, suggesting that NXF1 exports the majority of RNA (26). In contrast, a study in yeast found that although NXF1/Mex67p is considered to be the principal RNA nuclear export factor (5), only ∼1100 transcripts (19% of the genome) interacted with NXF1/Mex67p, suggesting that NXF1 may export only a subset of mRNA (25). Different experimental approaches may account for this difference, but nevertheless, it is unknown on a genome-wide scale what mRNAs NXF1 exports in mammalian cells. Moreover, the impact of selectivity on the regulation of the much larger transcriptome of mammalian cells is largely unexplored. Recently, evidence has been provided that indicates that DNA repair can be controlled via transcript-selective mRNA export from the nucleus, whereby inositol polyphosphate multikinase-dependent phosphoinositide turnover regulates transcript-selective mRNA export to control the expression of proteins essential for DNA repair (27). Interestingly, mouse embryonic fibroblasts deficient in THOC5, a component of the TREX complex, also show decreased cytoplasmic expression of a small subset of mRNAs, enriched for those required for hematopoietic development (28). 

Here, we show that GANP promotes the selective export from the nucleus of a specific subset of mRNAs that use NXF1 as a transport factor. This subset of mRNA is highly expressed, turned over rapidly and enriched for functions in RNA synthesis and processing, suggesting that this mechanism may facilitate rapid changes in gene expression.

## MATERIALS AND METHODS

### siRNA-mediated depletion and proliferation assay

For small interfering RNA-mediated depletion, 2.5 × 10^5^ HCT116 cells were reverse transfected (Dharmafect) with 25 nM siRNA [GANP siRNA-GAGAGGACCUAAGUCAAUA, used previously (20); NXF1 siRNA-CGAACGAUUUCCCAAGUUA, GenomeWide siRNA (Qiagen)]. Cells were harvested 48, 72 and 96 h post-transfection. Efficiency of depletion was monitored by immunoblotting with the NXF1 (Abcam) and GANP [previously described (20)] antibodies. A control siRNA (GAGAGGUCCAAAGUCAAUA) identical to GANP siRNA but for two bases was used for all experiments. We also used siRNA against ENY2 (ON-TARGETplus SMART pool against E(Y)2: GGCACACUGUAAAGAGGUA, GAGCAGCGAUUAACCA AAA, AGAGAACGCCUCAAAGAGU, GCUGGAAG GAUCAGUUGAA, Dharmacon), PCID2 (AUGCAGAUCAACAGUUGGUAA, Qiagen) and TPR (On-TARGETplus SMART pool against TPR: GGCAUACACUUACUAGAAA, UCAAGGAGGUUUAGGAAUG, UCAGUUGACUCCAGGAAUA, GAAGAAGUGCGUAAGAAUA). For cell proliferation assays, HCT116 cells were analysed by Countess viable-cell counter (Invitrogen) for viable cell number at each indicated time point following transfection with GANP, NXF1 or control siRNA. 

### RNA FISH

RNA fluorescence *in situ* hybridization (FISH) was performed as previously described (20) using an oligo(dT) primer (Sigma). Briefly, following transfection with the indicated siRNA, cells were fixed and stained with oligo(dT) primer labelled with Cy3 (Sigma) and 4′,6′-Diamidino-2-phenylindole dihydrochloride (DAPI) (Sigma) 48, 72 and 96 h post-transfection. Nuclear accumulation of poly(A)^+^ RNA in depleted cells was analysed using the ThermoFisher Cellomics ArrayScan V^TI^ software, using the toolbox, *Nuclear Translocation*. Pixel intensity from nuclei defined by DAPI staining was compared with pixel intensity from the corresponding ring of cytoplasm. A mask was created three pixels from the nuclear object boundary to ensure clear demarcation of intranuclear signals. Similarly, cytoplasmic pixel intensity was also measured with a ring width of five pixels and mask of one pixel outside the nuclear boundary. From these intensities, the nuclear to cytoplasmic ratio was calculated from *n* = 3 experiments, 200 cells/experiment, for each sample.

### Gene expression arrays

Cytoplasmic RNA was obtained from cells depleted of GANP, NXF1 or treated with control siRNA for 72 h using RNeasy kit (Qiagen) according to manufacturer’s instructions. RNA was treated with RNase-free DNase (Qiagen) before elution. Cytoplasmic fractions were obtained by digitonin permeabilization of intact cells as described previously (20). Samples were quantified by spectrophotometry, and purity was assessed by agarose gel electrophoresis. Total RNA (500 ng) was amplified using the Illumina 96-well Total Prep RNA Amplification Kit (Ambion) according to the manufacturer’s instructions. The biotinylated chromosomal RNA (1500 ng/sample) was applied to Illumina HumanWG-6 v3 Expression BeadChips and hybridized overnight at 58°C. Each hybridization was performed three times with RNA isolated from three independent depletion experiments. Chips were washed, detected and scanned according to the manufacturer’s instructions, and the data were imported into BeadStudio software (Illumina). Data were quantile normalized (29) and analysed using the bioconductor (http://www.bioconductor.org/), lumi (http://www.bioconductor.org/packages/2.0/bioc/html/lumi.html) and limma packages (30). Data were *P*-value adjusted (31) to yield a sorted list of differentially expressed genes. Functional annotation of transcripts downregulated in GANP- or NXF1-depleted samples enriched for proteins with the indicated ‘Biological Process’ Gene Ontology (GO) terms was carried out using DAVID (32,33) (Database for Annotation, Visualization and Integrated Discovery), bioinformatics program. A *P*-value cut-off of *P* < 10^−^^3^ was used. Enrichment analysis is based on the principle that categories are ‘enriched’ if the subset contains a higher percentage of genes in that category as compared with the gene population background (32,33). A *P*-value (based on a modified version of Fisher’s exact test) is given for each functionally enriched category, with a lower *P*-value indicating a more significant enrichment. The categories with the lowest *P*-values are shown in Figure 2B. A full list of enriched categories with a cut-off of *P* < 10^−^^3^ is shown in Supplementary Figure S2.

### qRT-PCR

Cytoplasmic RNA was obtained from cells depleted of GANP, NXF1 or treated with control siRNA using RNeasy kit (Qiagen) according to manufacturer’s instructions. RNA was treated with RNase-free DNase (Qiagen) before elution. Complementary DNA (cDNA) was made from 1 µg of RNA using Quantitect reverse transcription kit (Qiagen). Samples were diluted and the RT-PCR reaction was carried out using SYBR Green-UDG kit (Invitrogen) on Rotor-Gene (Corbett Life Sciences) qPCR machine according to manufacturer’s instructions. The C_t_ values were calculated and referenced to standard curves for each primer set. All samples were then normalized to control siRNA-treated samples. 

### *Xenopus* rate of export experiments

Mature spliced EXOSC6, GALK1, PDXP and TST RNA with 5′UTR and 3′UTR sequences, methyl-guanosine cap structure at 5′end and poly(A) tails were used for microinjection experiments into *Xenopus* nuclei. Linearized plasmid containing SP6 promoter site and IMAGE clone (Source Biosciences) for each indicated gene (with full 5′ and 3′UTR sequence) was used as template for *in vitro* transcription using the mMessage mMachine kit (Ambion). Poly(A) tail was added using poly(A) tailing kit (Ambion), and samples were quantified by spectrophotometry and purity assessed by agarose gel electrophoresis. Purified mRNAs were pooled together and injected into *Xenopus* nuclei, and nuclei and cytoplasm were harvested at defined time points following nuclear injection (four oocytes/time point) and snap frozen in liquid nitrogen. RNA was extracted using RNeasy kit (Qiagen) according to manufacturer’s instructions, and cDNA was made from two oocyte equivalents of RNA using Quantitect reverse transcription kit (Qiagen). Samples were diluted and the RT-PCR reaction was carried out using SYBR Green-Uracil DNA Glycosylase (UDG) kit (Invitrogen) on Rotor-Gene (Corbett Life Sciences) qPCR machine according to manufacturer’s instructions. Primers used were designed so as not to amplify *Xenopus* homologues of the human genes, and no amplification was detected in uninjected oocytes. Expression levels were measured for each transcript between 5 and 90 min after nuclear injection and represent the average of triplicate qPCR experiments from nuclear and cytoplasmic RNA harvested from four pooled injections into *Xenopus* oocyte nuclei per time point.

## RESULTS

### GANP facilitates the nuclear export of a subset of transcripts

Although depletion of either GANP or NXF1 results in nuclear accumulation of poly(A)+RNA with a concomitant reduction in the cytoplasm, the effect of GANP depletion on both nuclear mRNA export (Figure 1A–C) and cell proliferation (Figure 1E) is less severe and arises on a slower timescale than with NXF1 depletion, even though the efficiency of depletion by RNAi is similar (Figure 1D). Thus, when the nuclear-cytoplasmic distribution of poly(A)+RNA following GANP or NXF1 depletion was examined using a Cy3-labelled oligo-dT probe, an increase in the nuclear to cytoplasmic ratio of poly(A)+RNA compared with control siRNA-treated cells was observed in each case. Moreover, the difference was more pronounced with NXF1 depletion and was observed 48 h following NXF1 depletion, whereas a similar defect was not observed until 72 h following GANP depletion (Figure 1B and Supplementary Figure S1). Furthermore, when the nuclear and cytoplasmic levels of poly(A)+RNA relative to control siRNA were examined independently, the increase in nuclear poly(A)+RNA levels seen following GANP and NXF1 depletion was accompanied by a concomitant reduction in cytoplasmic poly(A)+ mRNA levels, consistent with an mRNA export defect (Figure 1C and Supplementary Figure S1). Co-depletion of GANP and NXF1 generated more pronounced defects in both mRNA export and cell proliferation. Strikingly, cells in which GANP and NXF1 were both depleted already displayed an mRNA export defect 24 h post-transfection, whereas at this time point, cells depleted of either GANP or NXF1 alone showed no defect and were comparable with control siRNA-treated cells even though depletion was relatively efficient (Figure 1B–D and Supplementary Figure S1D). Furthermore, the severity of the mRNA export defect seen 48 h after GANP and NXF1 co-depletion was comparable with that seen 72 h after NXF1 depletion alone and significantly more severe than GANP depletion alone. Consistent with these results, 48 h after GANP and NXF1 co-depletion, cell proliferation was impaired to such an extent that sufficient cells could not be recovered for mRNA export assays at later time points (Figure 1E). In contrast, NXF1 depletion showed only a moderate impairment of cell proliferation 48 h after depletion, whereas GANP depletion only impaired cell proliferation 72 h after depletion (Figure 1E). Taken together, these results suggest that GANP may function in the export of only a subset of transcripts.

**Figure 1.**
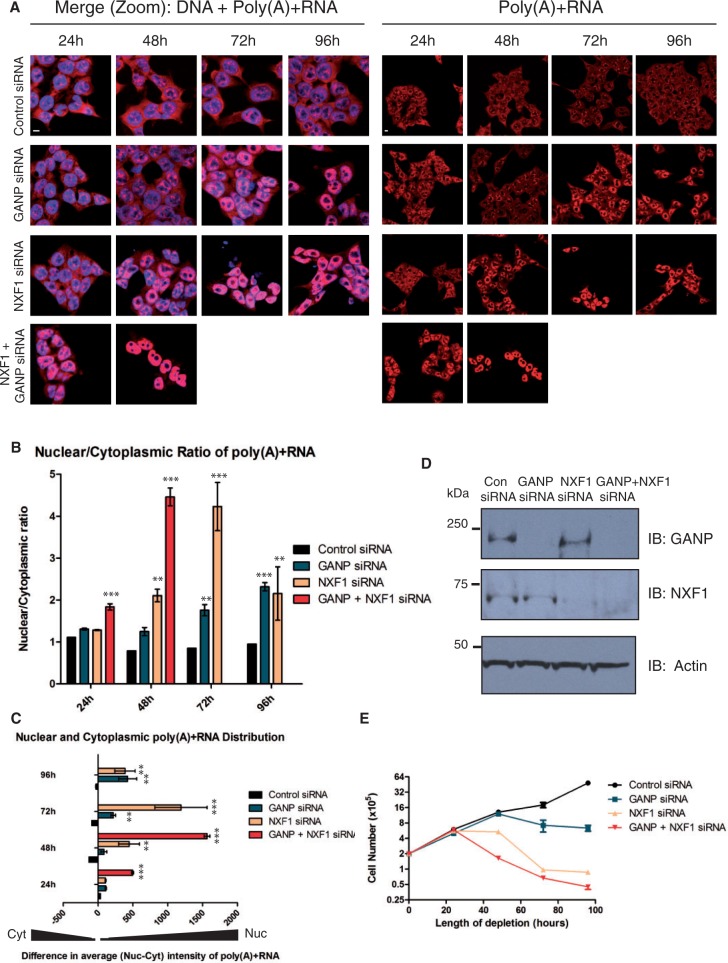
GANP depletion displays a less severe mRNA export defect than NXF1 depletion. (**A** and **B**) Time course of mRNA export defects in cells depleted for GANP, NXF1 and both GANP and NXF1. RNA FISH was performed and poly(A)+ RNA localization was examined in NXF1, GANP and GANP- and NXF1-depleted HCT116 cells 24–96 h post-transfection. Images are representative of three independent experiments. Nuclei are indicated by DAPI staining and are represented in the merged panel [DNA + poly(A)+RNA]. The scale bar represents 5 µm. A ratio of nuclear to cytoplasmic poly(A)+RNA intensity was taken per cell for ≥200 cells/sample using the ArrayScan V^TI^ automated microscope. Values are the mean of readings from three independent experiments, ± S.E.M. (standard error of the mean) *P*-values are shown (*P < 0.05; **P < 0.01; ***P < 0.001). (**C**) Nuclear and cytoplasmic poly(A)+ RNA distribution was also calculated using the ArrayScan V^TI^ automated microscope, where a negative value indicates more intensity in the cytoplasm than in the nucleus, and a positive value indicates more intensity in the nucleus than in the cytoplasm. *P*-values are shown and represent the mean of readings from three independent experiments, ± S.E.M. (**D**) Depletion of GANP, NXF1 and both GANP and NXF1. HCT116 cells were depleted of endogenous GANP, NXF1 or both NXF1 and GANP and analysed by immunoblotting for GANP, NXF1 and actin (loading control) 48 h post-transfection. As control, cells were transfected with an siRNA differing from GANP siRNA by two bases. (**E**) Time course of cell proliferation defects in cells depleted for GANP, NXF1 and both GANP and NXF1. Viable cell number was determined in GANP, NXF1 and GANP-and NXF1-depleted samples 24–96 h post-transfection and represent the mean of independent readings from three independent depletion experiments ± S.E.M.

To test this hypothesis, the abundance of cytoplasmic mRNAs in cells depleted of GANP or NXF1 was compared using genome-wide gene expression profiling, which has been used previously in *Drosophila* to discriminate between global versus selective effects on nuclear mRNA export (24). 

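HCT116 is a human colorectal carcinoma cell line. Its cells were transfected with an siRNA against GANP, an siRNA against NXF1 or a control siRNA, and cytoplasmic RNA taken 72 h later was hybridised to 9 arrays, 3 in each of the 3 groups. MCM3AP, the gene that encodes GANP, gave log2 signals of 8.59, 8.80 and 8.76 with GANP siRNA in experiments 1, 2 and 3. Its log2 signals were 9.59, 9.80 and 9.88 with control siRNA and 9.65, 9.70 and 9.82 with NXF1 siRNA. The log2 fold change of MCM3AP against control siRNA was -1.04 (standard error 0.10, adjusted p = 7.0e-05) after GANP siRNA and -0.03 (standard error 0.10, adjusted p = 0.85) after NXF1 siRNA in limma's moderated test. No probe carried the symbol NXF1, so the loss of NXF1 mRNA itself was not analysed here. The authors read the arrays in BeadStudio and quantile normalized them, and their normalized signals were used on the linear scale. On each array these had a median of 95.2 to 95.3, a lowest value of 53.3 to 55.5 and a highest value of 60987.8. From there, background was modelled with limma's normexp method (offset 50), the arrays were quantile normalized again and the signals were taken to log2. Probes with 1 gene symbol and a mean log2 signal above the median of the probes were kept, and each gene was represented by its brightest kept probe, which left 13118 genes. The 3 groups were fitted together, and a gene was called up or down at an adjusted p under 0.05 and a log2 fold change over 0.25 or under -0.25. The precision is limited by the number of arrays, 3 per group.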

Illumina Human-6 v3 whole-genome microarrays were used to screen mRNA levels in cytoplasmic samples of HCT116 cells depleted of either GANP or NXF1. The relative abundance of each transcript was compared with cytoplasmic RNA isolated from control siRNA-treated cells. Examination of the levels of a predominantly nuclear retained RNA (Supplementary Figure S2A) confirmed that the nuclear/cytoplasmic fractionation was efficient. To ensure reproducibility and significance, each hybridization was performed in triplicate with RNA isolated from three independent depletion experiments. Each independent output was compared with its replicates and an FDR corrected *P*-value obtained, allowing identification of genes with significant changes in expression following GANP or NXF1 depletion (*P* < 0.05). Of the 11 134 mRNAs examined, 609 mRNAs (5.4%) were significantly upregulated in GANP-depleted cytoplasmic samples and 1081 mRNAs (9.7%) were significantly upregulated in NXF1-depleted cytoplasmic samples (Figure 2A). Furthermore, 800 (7.2%) were significantly downregulated in GANP-depleted cytoplasmic samples, whereas 1285 mRNAs (11.5%) were significantly downregulated in NXF1-depleted cytoplasmic samples (Figure 2A). 

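After GANP siRNA 824 genes were up (6.28% of those tested), with a median log2 fold change of 0.40, and after NXF1 siRNA 1521 were up (11.6%), with a median of 0.42. The arrays received equal amounts of RNA and were quantile normalized, so all rises and falls are relative to the other genes of an array. The paper reports less cytoplasmic poly(A)+ RNA after either depletion (Figure 1C), a loss that these values cannot show. Among the called genes whose 3 arrays lay above all 3 control arrays, the largest rises after GANP siRNA were in CLIC3, a chloride intracellular channel protein, with a log2 fold change of 1.81 (standard error 0.10, adjusted p = 2.3e-06), and in the histone H2AC18, with 1.25 (standard error 0.13, adjusted p = 1.8e-04). The largest after NXF1 siRNA were in DDIT3, which encodes the stress transcription factor CHOP, with 2.82 (standard error 0.13, adjusted p = 1.3e-07), and in RN7SK, the noncoding 7SK RNA, with 2.51 (standard error 0.16, adjusted p = 2.3e-06). KRT80, a keratin, rose by 2.34 (standard error 0.13) and GDF15, a stress-induced cytokine, by 1.94 (standard error 0.20).
Of 42 measured interferon-stimulated genes, 18 rose and 2 fell after GANP siRNA (19 and 2 when adjusted over the list alone), with a median log2 fold change of 0.25 (adjusted p = 2.5e-07 from limma's camera, adjusted p = 0.082 with an estimated correlation). IFIT2, which binds viral RNA, rose by 0.67 (standard error 0.09) and the transcription factor IRF7 by 0.67 (standard error 0.12), and those that fell were OAS3 (-0.40) and IFIT5 (-0.39). Of 33 replication-dependent histones, 12 rose and 0 fell (13 and 0 when adjusted over the list alone), with a median log2 fold change of 0.19 (adjusted p = 1.7e-06 from limma's camera, adjusted p = 0.11 with an estimated correlation), among them H4C14 at 1.11 (standard error 0.13) and H2BC5 at 1.07 (standard error 0.22). Of 31 p53 targets, 8 rose and 1 fell (11 and 1 when adjusted over the list alone), with a median log2 fold change of 0.18 (adjusted p = 4.6e-04 from limma's camera, adjusted p = 0.11 with an estimated correlation). TP53I3, a p53-induced oxidoreductase, rose by 0.75 (standard error 0.14) and ZMAT3, a p53-induced zinc finger protein, by 0.72 (standard error 0.12). The rise of ZMAT3 was lost when its probes were averaged (log2 fold change 0.01, adjusted p = 0.93). The p53 target that fell was CCNG1, cyclin G1, at -0.41 (standard error 0.10), a call lost without control siRNA replicate 1 (adjusted p = 0.056), control siRNA replicate 2 (adjusted p = 0.088), GANP siRNA replicate 1 (adjusted p = 0.060) or GANP siRNA replicate 3 (adjusted p = 0.082). Compared directly between the depleted groups, neither p53 targets nor interferon-stimulated genes passed (camera adjusted p = 0.47 and 0.15).
After NXF1 siRNA, 20 of 34 endoplasmic reticulum (ER) stress and ATF4 targets rose and 1 fell (20 and 1 when adjusted over the list alone), with a median log2 fold change of 0.39 (adjusted p = 5.7e-09 from limma's camera, adjusted p = 0.35 with an estimated correlation). The transcription factor ATF3 rose by 1.22 (standard error 0.07) and DNAJC3, an ER co-chaperone, by 1.13 (standard error 0.13), and CEBPB fell (-0.45). Of 39 genes of ER membrane and secretory proteins, 13 rose and 1 fell (15 and 1 when adjusted over the list alone), with a median log2 fold change of 0.21 (adjusted p = 2.1e-04 from limma's camera, adjusted p = 0.37 with an estimated correlation). TMED9, a cargo receptor, rose by 1.13 (standard error 0.15) and SRPRB, a subunit of the signal recognition particle receptor, by 1.02 (standard error 0.13), while the translocon factor SEC62 fell (-0.34). Of 40 immediate early genes, 14 rose and 5 fell (16 and 6 when adjusted over the list alone), with a median log2 fold change of 0.15 (adjusted p = 0.035 from limma's camera, adjusted p = 0.37 with an estimated correlation). The phosphatase DUSP5 rose by 1.29 (standard error 0.11) and JUN by 1.23 (standard error 0.12), while IER5, FOS, JUND, EGR1 and CEBPB fell, FOS at -0.67 (standard error 0.18). The fall of FOS was lost without NXF1 siRNA replicate 1 (adjusted p = 0.0503). OAS3, IFIT5, CEBPB, SEC62, IER5 and JUND were chosen after their values were seen. The count of 824 fell to 487 without control siRNA replicate 2, 542 without GANP siRNA replicate 2 and 512 without GANP siRNA replicate 3, and with the experiment number as a replicate block it was 1194, against 1791 after NXF1 siRNA.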

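After GANP siRNA 774 genes were down (5.90%), with a median log2 fold change of -0.40, and after NXF1 siRNA 1842 were down (14.0%), with a median of -0.44. Among the called genes whose 3 arrays lay below all 3 control arrays, the largest falls after GANP siRNA were in ARPP19, a regulator of the mitotic phosphatase, with a log2 fold change of -1.30 (standard error 0.18, adjusted p = 9.3e-04), CIPC, a repressor of the circadian clock, with -1.18 (standard error 0.11), and TEX261, with -1.15 (standard error 0.13). The largest after NXF1 siRNA were in DDIT4L, an inhibitor of mTOR signalling, with -1.64 (standard error 0.09, adjusted p = 1.2e-06), ZCCHC12, a zinc finger protein, with -1.46 (standard error 0.11), and the surface glycoprotein CD24, with -1.43 (standard error 0.14). Of 59 measured genes of DNA replication, 6 fell and 0 rose after GANP siRNA (6 and 0 when adjusted over the list alone), with a median log2 fold change of -0.16 (adjusted p = 6.8e-06 from limma's camera, adjusted p = 0.14 with an estimated correlation). DUT, the dUTPase, fell by 0.75 (standard error 0.08) and TIMELESS, a replication fork protein, by 0.42 (standard error 0.07). After NXF1 siRNA 12 of these genes fell and 0 rose (11 and 0 when adjusted over the list alone), with a median log2 fold change of -0.09 (adjusted p = 0.067 from limma's camera, adjusted p = 0.41 with an estimated correlation). This list passed camera after NXF1 siRNA without control siRNA replicate 2 (adjusted p = 0.037) or NXF1 siRNA replicate 3 (adjusted p = 0.044). It also passed with no signal filter (adjusted p = 0.026) or with the probes of a gene averaged (adjusted p = 0.040). Of 75 mitochondrial ribosomal proteins, 7 fell and 0 rose after GANP siRNA (7 and 0 when adjusted over the list alone), with a median log2 fold change of -0.11 (adjusted p = 4.8e-04 from limma's camera, adjusted p = 0.29 with an estimated correlation). MRPS14 fell by 0.61 (standard error 0.08) and MRPL52 by 0.47 (standard error 0.11), the latter a call lost without control siRNA replicate 2 (adjusted p = 0.053) or GANP siRNA replicate 3 (adjusted p = 0.055). The count of 774 fell to 392 without control siRNA replicate 2, 493 without control siRNA replicate 3, 508 without GANP siRNA replicate 2 and 436 without GANP siRNA replicate 3. With the experiment number as a replicate block 1114 genes were down after GANP siRNA and 2072 after NXF1 siRNA.

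**Figure D1:**
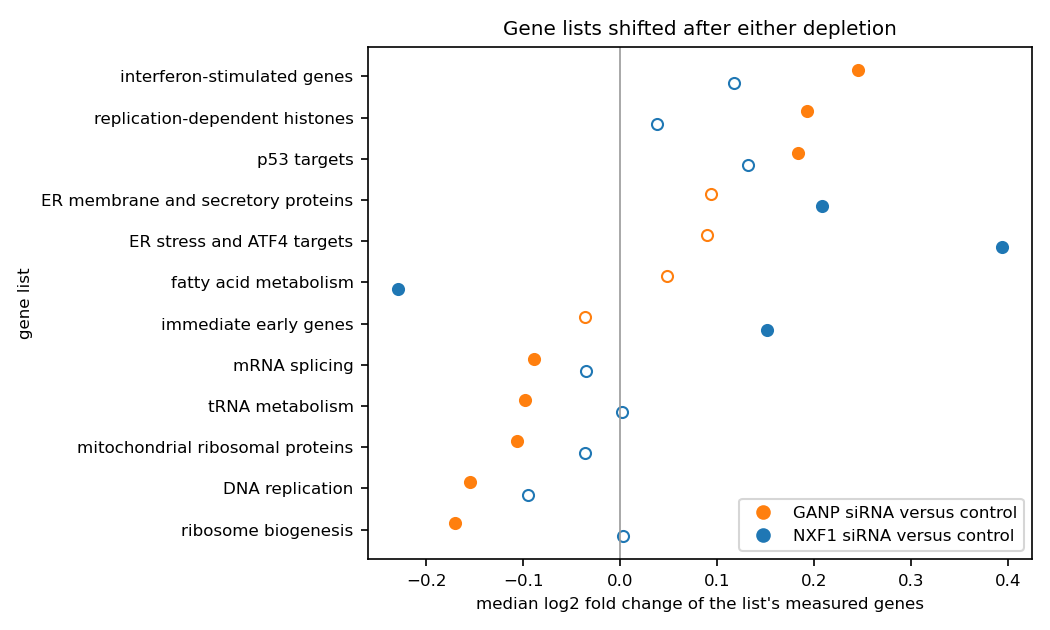
Median log2 fold change of the 12 gene lists that passed limma's camera in either depletion comparison, for GANP siRNA versus control siRNA and NXF1 siRNA versus control siRNA. Filled points passed at an adjusted p under 0.05 at camera's preset correlation and open points did not. With an estimated correlation only ribosome biogenesis after GANP siRNA passed, and with the replicate block as well no list did. Other splits of the 6 arrays passed up to 11 lists for GANP siRNA and up to 6 for NXF1 siRNA, against 8 and 4 in the real ones. ER stress and ATF4 targets lie highest after NXF1 siRNA, at 0.39, and interferon-stimulated genes after GANP siRNA, at 0.25.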

We focused on the downregulated mRNAs to examine the effects of NXF1 and GANP depletion on transcript-selective nuclear mRNA export. Of course, these represent only genes expressed to a sufficiently high level to be detected, and weakly expressed genes would not be expected to be detected in this way. However, although these results are only derived from a subset of the genome, the subset was the same in each case and so are comparable. Thus, these results suggest that the nuclear export of a subset of mRNAs in mammalian cells is influenced by both GANP and NXF1. 

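Transcripts of SP1, RPS23, ARPP19 and EXOSC6 were lower in the cytoplasm after either depletion, whereas those of LLGL1, AXIN2, IDH2, GALK1 and TST were lower after NXF1 depletion and not after GANP depletion. SP1, a transcription factor that binds GC-rich promoters, had a log2 fold change of -1.06 (standard error 0.09, adjusted p = 5.0e-05) after GANP siRNA and -0.93 (standard error 0.09, adjusted p = 2.2e-05) after NXF1 siRNA in limma. RPS23, a protein of the small ribosomal subunit, had -0.89 (standard error 0.12, adjusted p = 5.7e-04) and -1.08 (standard error 0.12, adjusted p = 4.1e-05), and EXOSC6, a subunit of the RNA exosome, -1.0 (standard error 0.08, adjusted p = 4.4e-05) and -0.87 (standard error 0.08, adjusted p = 2.0e-05). ARPP19 fell by 1.06 (standard error 0.18) after NXF1 siRNA. LLGL1, a cell polarity protein taken here for LLGL, had 0.06 (standard error 0.07, adjusted p = 0.67) after GANP siRNA and -0.89 (standard error 0.07, adjusted p = 7.0e-06) after NXF1 siRNA. AXIN2, a negative regulator of Wnt signalling, had -0.09 (standard error 0.09, adjusted p = 0.62) and -1.01 (standard error 0.09, adjusted p = 1.4e-05), and IDH2, the mitochondrial isocitrate dehydrogenase, 0.12 (standard error 0.09, adjusted p = 0.44) and -0.92 (standard error 0.09, adjusted p = 2.1e-05). Galactokinase, GALK1, had 0.03 (standard error 0.08) and -0.94 (standard error 0.08). TST, a mitochondrial sulfurtransferase, fell after NXF1 siRNA at -0.76 (standard error 0.08) and rose after GANP siRNA at 0.27 (standard error 0.08, adjusted p = 0.042). That rise kept its call without GANP siRNA replicate 1 or NXF1 siRNA replicate 1 and lost it without any 1 of the other 7 arrays (adjusted p between 0.051 and 0.16).
In all, 498 genes were down after both depletions, 276 after GANP siRNA alone and 1344 after NXF1 siRNA alone, together 2118. Independent lists of these sizes would share 108.7 genes. At an unadjusted p under 0.05 and the same fold threshold 712 genes were down after both. The mean was 21.2 in simulations of unchanged groups that shared 3 simulated control arrays. That is the overlap shared controls alone would give, and it leaves open whether the depletions share genes beyond their separate effects. The log2 fold changes of the comparisons correlated at 0.542 across genes. In those simulations the mean was 0.499, a value the shared control arrays set in advance whatever the spread. Setting these correlations side by side therefore does not show how much of the agreement comes from the controls. The covariance of the log2 fold changes was 0.0350, and in the simulations it was 0.0052 on average and 0.0055 at most. ATXN7L3B and CNTNAP2, a neurexin-like adhesion protein, had the smallest adjusted p among the genes down after both, with log2 fold changes of -0.95 (standard error 0.07) and -1.0 (standard error 0.08) after GANP siRNA and -1.06 (standard error 0.07) and -1.24 (standard error 0.08) after NXF1 siRNA. With the experiment number as a replicate block 690 genes were down after both, 424 after GANP siRNA alone and 1382 after NXF1 siRNA alone. The genes down after both numbered 270 without control siRNA replicate 2 and 322 without GANP siRNA replicate 3, and those down after GANP siRNA alone 149, 122 or 154 without control siRNA replicate 1, 2 or 3 and 143 or 114 without GANP siRNA replicate 2 or 3.

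**Figure D2:**
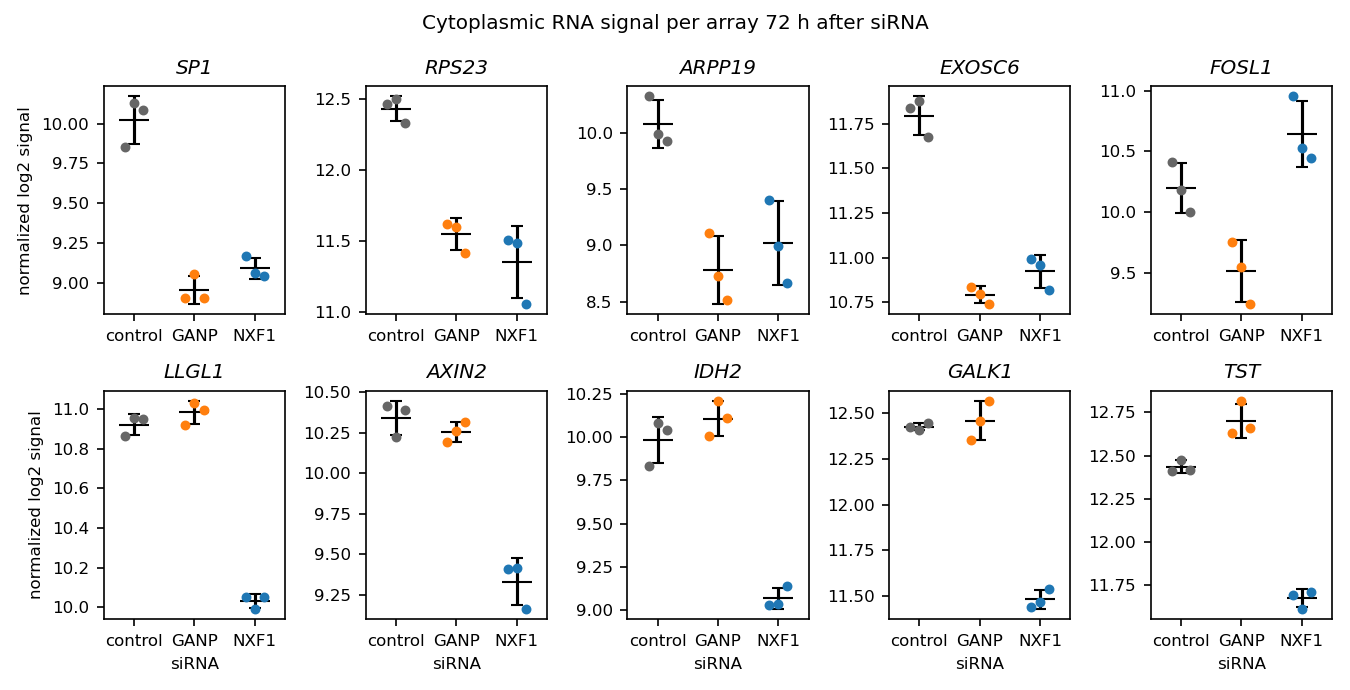
Log2 signal of 10 genes on each of the 9 arrays, with control siRNA in grey, GANP siRNA in orange and NXF1 siRNA in blue; bars mark the mean and error bars the SD (n = 3). The SP1 arrays lie lower with either siRNA than with control siRNA, and the AXIN2 arrays lie lower with NXF1 siRNA.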

Of the 1434 mRNAs downregulated after depletion of GANP or NXF1, 651 were significantly downregulated in both NXF1 and GANP depleted samples (*P*-value < 0.05), 149 were significantly downregulated only in GANP-depleted samples, and 634 were significantly downregulated only in NXF1 depleted samples (Figure 2B). These results indicate that most transcripts (81.4%) that showed impaired nuclear export following GANP depletion, also showed impaired export following NXF1 depletion. 

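Most genes that fell after GANP depletion also fell after NXF1 depletion, while FOSL1, CYB5D1, TEX261, RNASEH1 and IRAK1 were among those called after GANP depletion alone. The shared genes made up 64.3% of those down after GANP siRNA (95% Wilson interval 60.9 to 67.6, which takes genes as independent), and 61.9% with the replicate block. FOSL1, a transcription factor of the AP-1 family, had a log2 fold change of -0.68 (standard error 0.16, adjusted p = 0.013) after GANP siRNA and 0.45 (standard error 0.16, adjusted p = 0.051) after NXF1 siRNA in limma. CYB5D1, a cytochrome b5 domain protein, had -0.81 (standard error 0.08) and -0.23 (standard error 0.08, adjusted p = 0.055), and TEX261 had -0.28 (standard error 0.13, adjusted p = 0.13) after NXF1 siRNA. RNASEH1, which cleaves RNA in RNA-DNA hybrids, had -0.63 (standard error 0.08) and -0.23 (standard error 0.08, adjusted p = 0.053), and the kinase IRAK1 -0.60 (standard error 0.08) and -0.03 (standard error 0.08, adjusted p = 0.85). In the direct comparison of the depleted groups, 119 (43.1%) of the genes called after GANP siRNA alone were lower with GANP siRNA than with NXF1 siRNA (134 when adjusted within the class). The call of FOSL1 after GANP siRNA was lost without control siRNA replicate 1 (adjusted p = 0.051) or GANP siRNA replicate 3 (adjusted p = 0.053), and its rise after NXF1 siRNA passed the threshold with the replicate block (adjusted p = 7.0e-04) and without control siRNA replicate 1 (adjusted p = 0.030), GANP siRNA replicate 1 (adjusted p = 0.039), GANP siRNA replicate 3 (adjusted p = 0.032) or NXF1 siRNA replicate 3 (adjusted p = 0.039). After NXF1 siRNA, CYB5D1 passed as a fall without NXF1 siRNA replicate 1 (adjusted p = 0.035), RNASEH1 without control siRNA replicate 1 (adjusted p = 0.026) and TEX261 with the replicate block (adjusted p = 0.012).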

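Genes that fell after NXF1 depletion alone had a median log2 fold change of -0.41 after NXF1 siRNA and -0.08 after GANP siRNA. After GANP siRNA 900 of them (67.0%) had a value below 0 and 47 were called up. The widest gaps between the depletions among those 47 include ARID5B, a DNA-binding protein, with 0.82 (standard error 0.15, adjusted p = 0.0034) after GANP siRNA and -0.89 (standard error 0.15, adjusted p = 7.4e-04) after NXF1 siRNA, and ACTA2, smooth muscle actin, with 0.66 (standard error 0.10, adjusted p = 0.0010) and -0.91 (standard error 0.10, adjusted p = 3.6e-05). In limma's direct comparison of the depleted groups, 830 of the genes (61.8%) were lower with NXF1 siRNA than with GANP siRNA (916 or 68.2% when adjusted within the class), and LLGL1 differed by 0.95 (standard error 0.07, adjusted p = 9.6e-06), AXIN2 by 0.93 (standard error 0.09, adjusted p = 3.8e-05) and IDH2 by 1.04 (standard error 0.09, adjusted p = 1.5e-05). Of the genes down after both depletions 114 (22.9%) passed the same comparison, 23 of them lower with GANP siRNA. The genes down after both made up 27.0% of all genes down after NXF1 siRNA (95% Wilson interval 25.1 to 29.1), and 73.0% were not called down after GANP siRNA. The share was 33.3% with the replicate block and 17.5% without GANP siRNA replicate 3.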

Importantly, although half of transcripts (50.7%) that showed impaired export following NXF1 depletion also showed impaired export following GANP depletion, half (49.3%) did not, indicating that GANP functions in the export of only a subset of mRNPs that use primarily NXF1 for transport. Importantly, the proportion of NXF1-dependent transcripts that were impaired by GANP depletion was relatively insensitive (44—59%) to either increasing or decreasing the stringency of the analysis (data not shown). 

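SP1, RPS23 and EXOSC6 stayed among the genes down after both depletions at each threshold tried from an adjusted p of 0.1 to 0.001 in limma, and ARPP19 did to 0.01. LLGL1, AXIN2, IDH2 and GALK1 stayed down after NXF1 depletion alone at the same thresholds. Of the genes down after NXF1 siRNA, the share also down after GANP siRNA was 31.7% (95% interval 29.7 to 33.8) at an adjusted p under 0.1. The share was 18.2% (16.1 to 20.5) under 0.01 and 10.8% (8.39 to 13.7) under 0.001. These intervals take genes as independent and leave out the spread between arrays: under 0.001 the share was 3.47%, 3.85% or 3.37% without GANP siRNA replicate 1, 2 or 3 and 3.93% or 5.70% without control siRNA replicate 2 or 3, and under 0.01 it was 11.7% without GANP siRNA replicate 3. Without a fold threshold it was 26.5% (24.5 to 28.5) at an adjusted p under 0.05. At an adjusted p under 0.001, 57 genes were down after both, of 90 down after GANP siRNA and 530 down after NXF1 siRNA. Under 0.1 these numbers were 648, 1034 and 2043. The share is capped by the number of genes down after GANP siRNA, which dropped more as the threshold tightened. Of the genes down after GANP siRNA, the shared ones made up 62.7%, 64.3%, 70.4% and 63.3% under 0.1, 0.05, 0.01 and 0.001. The lower share at tighter thresholds therefore does not by itself show a loss of overlap. The paper states that the proportion changes little with the stringency. From the incomplete overlap of the 2 sets of downregulated mRNAs (Figure 2B), it concludes that GANP acts in the export of a subset of the mRNPs that NXF1 transports. It also cites milder and slower export and proliferation defects after GANP depletion and stronger ones after depletion of both. Its further evidence includes qRT-PCR of single transcripts and largely unchanged total RNA of GANP targets. The paper also reports differences between the classes in expression level, half-life, gene length and exon number. It describes faster export of GANP-dependent transcripts from Xenopus oocyte nuclei, and levels of single targets after depletion of ENY2, PCID2 or TPR.

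**Figure D3:**
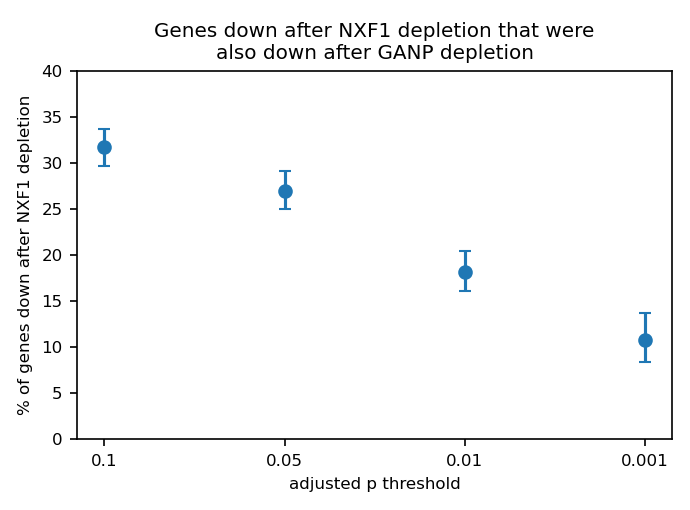
Percent of the genes down after NXF1 siRNA that were also down after GANP siRNA, at adjusted p thresholds of 0.1, 0.05, 0.01 and 0.001, with 95% Wilson intervals as error bars. The share lies between 31.7% at 0.1 and 10.8% at 0.001. It is capped by the number of genes down after GANP siRNA, which was 1034 at 0.1 and 90 at 0.001.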

We validated gene expression profiling experiments by quantitative reverse-transcription polymerase chain reaction (qRT-PCR) analysis on six of the cytoplasmic RNAs from either NXF1- or GANP-depleted cells. Transcripts encoding GANP and NXF1 target genes SP1, RPS23 and ARPP-19 were markedly reduced in both samples (Figure 2C), in contrast to those encoding LLGL, AXIN2 and IDH2, the levels of which were reduced in the cytoplasm of NXF1-depleted cells but were unchanged in the cytoplasm of GANP-depleted cells (Figure 2D). The cytoplasmic levels of a GANP-only transcript, FOSL1, were reduced following GANP depletion but remained unchanged following NXF1 depletion (Supplementary Figure S2B). Importantly, following GANP depletion, the expression levels of GANP target mRNAs in the total RNA fraction were largely unchanged compared with controls (Supplementary Figure S3A), consistent with GANP depletion generating defects in nuclear export rather than in mRNA processing, transcription or overall expression. In summary, GANP promotes the nuclear export of approximately half of the transcripts that use NXF1 as their primary export factor.

**Figure 2.**
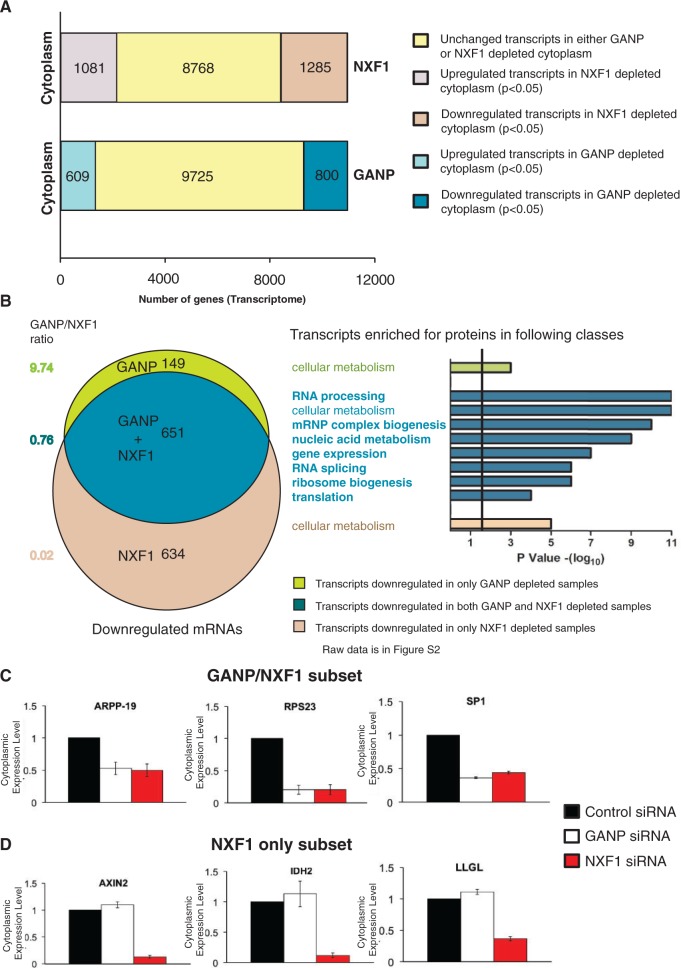
Whole-genome gene expression profiling in cells depleted of GANP or NXF1. (**A**) GANP functions in the export of a subset of NXF1-containing mRNPs. Whole-genome gene expression profiling was performed using cytoplasmic mRNA-isolated cells depleted of GANP or NXF1 for 72 h as described in ‘Materials and Methods’ section. Each hybridization was performed three times with cytoplasmic RNA isolated from three independent depletion experiments. Each independent output was then compared with its replicates, and an adjusted *P*-value obtained, allowing determination of genes with significant changes in expression following GANP or NXF1 depletion (adjusted *P* < 0.05). The total number of downregulated mRNAs in either GANP-(800) or NXF1-(1285) depleted cytoplasmic samples with a log_2_fold change of >−0.25 is indicated. The total number of upregulated mRNAs in either GANP- or NXF1-depleted cytoplasmic samples is also indicated. (**B**) Transcripts in which both GANP and NXF1 depletion impair export encode proteins required for mRNA processing, gene expression, nucleic acid metabolism and that are involved in rapid changes of cellular function. A Venn diagram is shown indicating mRNAs downregulated in cytoplasmic samples from cells depleted only of GANP, only of NXF1 or depleted of both NXF1 and GANP (adjusted *P* < 0.05). For each group, average log_2_fold change of transcripts in GANP-depleted samples was divided by average log_2_fold change of same transcripts in NXF1-depleted samples to obtain GANP/NXF1 ratio. Functional annotation was performed on each group of transcripts using the DAVID bioinformatics program. Transcripts enriched for proteins with the following Gene Ontology terms (*P* < 10^−3^) are indicated. Functional classes of transcripts in which nuclear export is impaired by both GANP and NXF1 depletion are indicated in bold. Raw data are in Supplementary Figure S2. (**C** and **D**) Validation of microarray by qRT-PCR. The mRNA levels of GANP and NXF1 target (C) and NXF1 target genes (D) identified in microarray were quantitated by qRT-PCR from cytoplasmic RNA extracted from control siRNA-treated or NXF1- or GANP-depleted cells. Plots are normalized to control siRNA-treated cells, assigned an arbitrary value of one and represent the mean of triplicate readings from three independent experiments,  ± SD.

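In the class of genes down after both depletions, which holds SP1 and RPS23, the mean log2 fold change was -0.49 after GANP siRNA and -0.58 after NXF1 siRNA, a GANP/NXF1 ratio of 0.85 (SD 0.044, n = 3 experiments). Genes down after GANP siRNA alone, FOSL1 among them, had means of -0.39 and -0.11 and a ratio of 3.64 (SD 0.33, n = 3). Genes down after NXF1 siRNA alone, among them AXIN2 and IDH2, had means of -0.06 and -0.45 and a ratio of 0.14 (SD 0.018, n = 3). The ratio of this last class was 0.21 without GANP siRNA replicate 2 and 0.082 with the experiment number as a replicate block. The classes were called on the same arrays, so the ratios are not independent of the calls.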

### Transcripts whose nuclear export was impaired following GANP depletion are highly expressed, yet short-lived, and enriched for those that function in mRNA metabolism

Examination of the functional annotation of the transcripts that showed impaired nuclear export following depletion of NXF1 but which were insensitive to GANP depletion indicated that they included those that encode proteins required for primary cellular metabolic processes (organic, carboxylic and fatty acid metabolism, etc) (Figure 2B and Supplementary Figure S2). 

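Genes of fatty acid metabolism were lower after NXF1 depletion and were over-represented among the genes that fell after NXF1 depletion alone. Of 57 measured genes of the list, 24 fell and 5 rose after NXF1 siRNA (26 and 5 when adjusted over the list alone), with a median log2 fold change of -0.23 (adjusted p = 2.1e-04 from limma's camera, adjusted p = 0.35 with an estimated correlation). HSD17B8, an enzyme of mitochondrial fatty acid synthesis, had a log2 fold change of -1.0 (standard error 0.08) after NXF1 siRNA and fell after GANP siRNA as well, at -0.45 (standard error 0.08). HADH, an enzyme of mitochondrial beta-oxidation, had -0.77 (standard error 0.08) after NXF1 siRNA and -0.13 (standard error 0.08, adjusted p = 0.33) after GANP siRNA. The genes that rose, chosen after their values were seen, were HACD3, ELOVL1, ELOVL5, HSD17B12 and TECR, which act in fatty acid elongation at the ER, between 0.38 and 0.61. After GANP siRNA 3 genes of the list rose and 5 fell.
Of the list, 21 genes were down after NXF1 siRNA alone, where 5.8 would be by chance (one-sided Fisher's exact test against the genes tested, adjusted p = 4.6e-06). Genes of heme and cofactor biosynthesis came next, with 9 of 31 measured (3.2 by chance, adjusted p = 0.086), among them ferrochelatase, FECH, with -0.60 (standard error 0.09) after NXF1 siRNA. The class also held 7 of 25 measured (2.6 by chance, adjusted p = 0.24) genes of glycolysis, such as the enolase ENO2 with -0.56 (standard error 0.09). It held 8 of 41 measured (4.2 by chance, adjusted p = 0.61) genes of amino acid and one-carbon metabolism, such as BCKDHB, a subunit of the branched-chain ketoacid dehydrogenase, with -0.82 (standard error 0.12). The pentose phosphate pathway gave 3 of 12 measured (1.2 by chance, adjusted p = 0.85), among them PGLS with -0.49 (standard error 0.10), and the TCA cycle and pyruvate metabolism 3 of 31 measured (3.2 by chance, adjusted p = 1.0). The adjustment covered 38 lists in 3 classes, and the test takes genes as independent.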

Although the NXF1-dependent transcripts that also showed impaired export following GANP depletion included some housekeeping genes, this subset was strikingly enriched for important regulatory genes that function in mRNA processing, splicing, the biogenesis of mRNPs and ribosomes, nucleic acid metabolism and the regulation of gene expression (*P*-values of 4.2 × 10^−^^11^, 3.4 × 10^−^^6^, 6.7 × 10^−^^10^, 7.3 × 10^−^^9^ and 6.8 × 10^−^^7^, respectively) (Figure 2B; raw data are shown in Supplementary Figure S2). Thus, although mRNAs that encode proteins required for a broad range of cellular functions are exported by NXF1, GANP depletion impairs the export of specific classes of NXF1-exported transcripts that encode proteins associated with facilitating rapid adaptation to changes in gene expression.

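Of 90 measured genes of ribosome biogenesis, 22 fell and 0 rose after GANP siRNA (26 and 0 when adjusted over the list alone), with a median log2 fold change of -0.17 (adjusted p = 1.0e-09 from limma's camera, adjusted p = 0.0082 with an estimated correlation). With the experiment number as a replicate block and an estimated correlation, that list gave an adjusted p = 0.067. DDX49, an RNA helicase, had -0.74 (standard error 0.17) and RRS1, an assembly factor of the large subunit, -0.66 (standard error 0.08). The call of DDX49 was lost without control siRNA replicate 1 (adjusted p = 0.059), GANP siRNA replicate 2 (adjusted p = 0.058) or GANP siRNA replicate 3 (adjusted p = 0.061). After NXF1 siRNA 8 genes of the list fell, RRS1 with -0.74 (standard error 0.08) among them, and RPF2 (0.34) and RIOK2 (0.32, chosen after its value was seen) rose, with a median of 0.00 (adjusted p = 0.73). In all, 16 genes of the list were down after GANP siRNA alone (1.9 by chance, one-sided Fisher's exact test, adjusted p = 5.8e-09). With genes called at an adjusted p under 0.01 that over-representation was lost, with 2 of the list among the 91 genes of the class (0.62 by chance, adjusted p = 1.0).
Of 106 measured genes of mRNA splicing, 11 fell and 0 rose after GANP siRNA (11 and 0 when adjusted over the list alone), with a median log2 fold change of -0.09 (adjusted p = 0.0021 from limma's camera, adjusted p = 0.11 with an estimated correlation). SNRPD3, a core protein of the spliceosomal snRNPs, had -0.93 (standard error 0.11) and HNRNPU, a nuclear RNA-binding protein, -0.73 (standard error 0.11). After NXF1 siRNA 16 splicing genes fell and 4 rose, HNRNPU with -0.94 (standard error 0.11), and the list did not pass (adjusted p = 0.51). In the direct comparison of the depleted groups it did not pass either (median -0.04, camera adjusted p = 0.14). A difference between the depletions is thus not shown for splicing genes. Of 46 genes of tRNA metabolism, 7 fell and 0 rose after GANP siRNA (7 and 0 when adjusted over the list alone), with a median log2 fold change of -0.10 (adjusted p = 0.0050 from limma's camera, adjusted p = 0.25 with an estimated correlation). RPP30, a subunit of RNase P, had -0.51 (standard error 0.13) and TRMT61A, a tRNA methyltransferase, -0.48 (standard error 0.08). The call of RPP30 was lost without control siRNA replicate 2 (adjusted p = 0.058), control siRNA replicate 3 (adjusted p = 0.061) or GANP siRNA replicate 3 (adjusted p = 0.077). After NXF1 siRNA 5 tRNA genes rose and 4 fell (adjusted p = 0.78).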

Recent genome-wide studies of mRNA and protein half-lives in mammalian cells have shown that the subset of genes that encode unstable mRNAs and unstable proteins is enriched for those that function in regulation of transcription and ribosome biogenesis (34). Furthermore, genes that encode unstable mRNAs but stable proteins are enriched for those that function in RNA splicing and mRNA processing (34). In contrast, genes that encode stable mRNAs and stable proteins are enriched for those that function in cellular metabolism (34). In yeast, RNA binding proteins such as mRNA processing and splicing factors exhibit high levels of protein stability, translational efficiency and protein abundance, but their encoding transcripts have short half-lives (35). Strikingly, these functional classes of genes are also highly enriched in the subset of transcripts that show impaired nuclear export following GANP depletion (Figure 2B). The expression levels and half-lives of the transcripts that use GANP and/or NXF1 for export were evaluated using two studies that have determined the mRNA expression levels (36) and mRNA half-lives (37) of the majority of genes in human cells. These indicate that NXF1-dependent transcripts that show impaired nuclear export following depletion of GANP have significantly higher expression levels than those in which GANP depletion has no effect (*P* < 1 × 10^−^^4^, Mann–Whitney test, Figure 3A). Furthermore, the subset of NXF1-dependent transcripts that show impaired nuclear export following GANP depletion have significantly shorter half-lives than those that are insensitive to GANP depletion (*P* < 1 × 10^−^^4^, Mann–Whitney test, Figure 3B). A similar result was seen when a genome-wide data set from mouse cells (34) was used, suggesting that the observed trends may be evolutionarily conserved (Supplementary Figure S4) and is consistent with GANP promoting the export of transcripts that are highly expressed, yet have short half-lives. Importantly, the NXF1-dependent transcripts in which nuclear export was insensitive to GANP depletion are less abundant, have longer half-lives and encode proteins required for constitutive cellular processes such as cellular metabolism. Therefore, although NXF1-dependent mRNAs have a wide range of half-lives and expression levels, the subset of these transcripts in which export is impaired by GANP depletion contains a disproportionate number of transcripts that are unstable and highly expressed.

**Figure 3.**
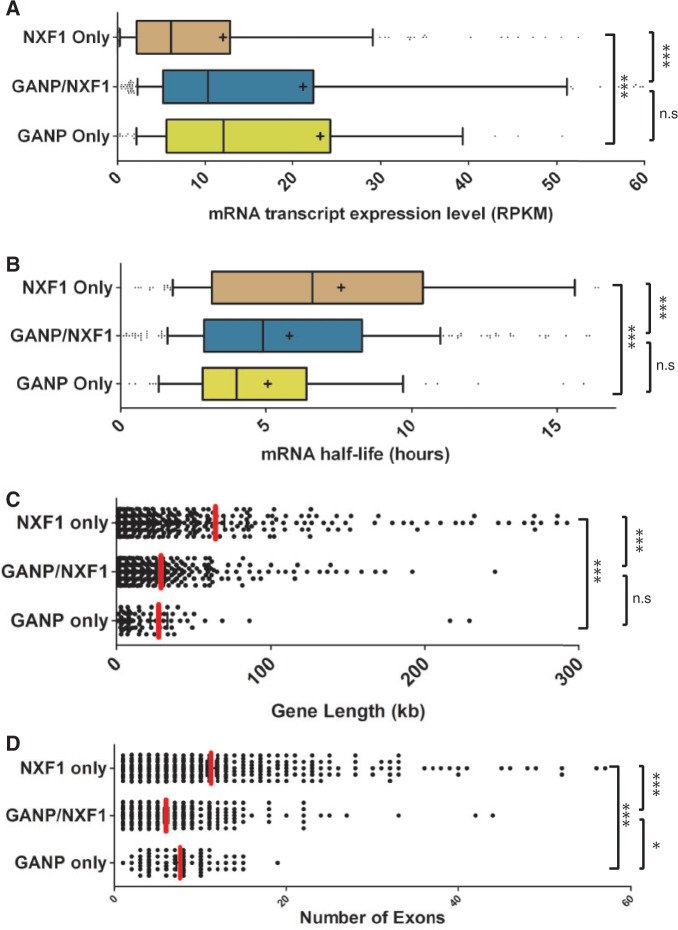
Expression levels, half-lives, gene length and exon number are correlated with selective impairment of mRNA export following GANP depletion. (**A**) NXF1-dependent transcripts in which export is impaired by GANP depletion are more highly expressed than those that are insensitive to GANP depletion. The mRNA transcript expression level (RPKM) was calculated for each gene in GANP/NXF1, GANP only and NXF1 only subsets using a publicly available dataset (36) and represented in a box and whiskers plot. Median is indicated by marked line and mean by a plus sign. Statistical significance was determined by a Mann–Whitney test (***P < 0.001). (**B**) NXF1-dependent transcripts in which nuclear export is impaired by GANP depletion have shorter half-lives. The mRNA half-lives for each transcript in GANP/NXF1, GANP only and NXF1 only subsets were calculated using a publicly available dataset (37) and represented in a box and whiskers plot. Statistical significance was *P* < 0.001. (**C**) Gene length is correlated with mRNA export selectivity. The length of each gene (kb) in GANP/NXF1, GANP only and NXF1 only subsets was calculated and represented in a dot plot. The average gene length for genes in each subset is marked by a red line in the plot and also shown numerically. Statistical significance was *P* < 0.001. (**D**) Exon number is correlated with mRNA export selectivity. Exon number of each gene in GANP/NXF1, GANP only and NXF1 only subsets was calculated and represented in a dot plot. The average exon number for genes in each subset is marked by a red line in the plot and also shown numerically. Statistical significance was *P* < 0.001.

In mammalian cells, highly expressed and rapidly regulated genes have fewer introns that are also shorter than average (38,39). We found that the NXF1-dependent transcripts that showed impaired export following GANP depletion have fewer exons than those that are insensitive to GANP depletion (average exon number of 5.73 compared with 11.15, *P* < 10^−^^4^, Mann–Whitney test) and the length of the genes that encode them is also shorter (Figure 3C and D). Half-lives for splicing reactions in mammalian cells have been estimated at <1 min for the first intron, rising to 1.4 min for the second intron and 7.5 min for the third (40). This suggests that the subset of transcripts for which GANP facilitates export may require less time to be fully processed into a mature transcript.

### Transcripts whose nuclear export was impaired following GANP depletion display more rapid nuclear mRNA export kinetics than GANP-independent transcripts

The observation that GANP-facilitated transcripts are highly expressed, unstable, rapidly regulated and enriched for those that may enable rapid adaptation to changes in gene expression suggests that GANP may function in increasing the rate of export of this specific subset of transcripts. To test whether GANP-dependent transcripts have different nuclear mRNA export kinetics than GANP-independent transcripts, a mixture of four fully spliced transcripts [2 GANP-dependent (EXOSC6 and PDXP) and 2 GANP-independent (GALK1 and TST)] was injected into *Xenopus* oocyte nuclei and the rate of export into the cytoplasm determined [*Xenopus* oocytes have the advantage that, although transcription, splicing and mRNA export are coupled in mammalian cells (7,8,11,41), in this system mRNA export can be studied in isolation from earlier processing steps in the gene expression pathway (42)]. The GANP-dependent transcripts had significantly faster nuclear mRNA export kinetics than GANP-independent transcripts (Figure 4A and B). The time taken for nuclear levels to decrease by half following nuclear injection (t ½) was ∼40 min for GANP-dependent transcripts compared with between 60 and 90 min for GANP-independent transcripts (Figure 4A). For all of the injected transcripts, a reduction in nuclear levels was accompanied by a corresponding increase in the cytoplasm (Figure 4B) as anticipated for nuclear export. Importantly, the GANP-dependent transcripts appeared in the cytoplasm at a faster rate and at a higher level than the GANP-independent transcripts (Figure 4B). Therefore, these results support the hypothesis that GANP-dependent transcripts are exported from the nucleus more rapidly than GANP-independent transcripts.

**Figure 4.**
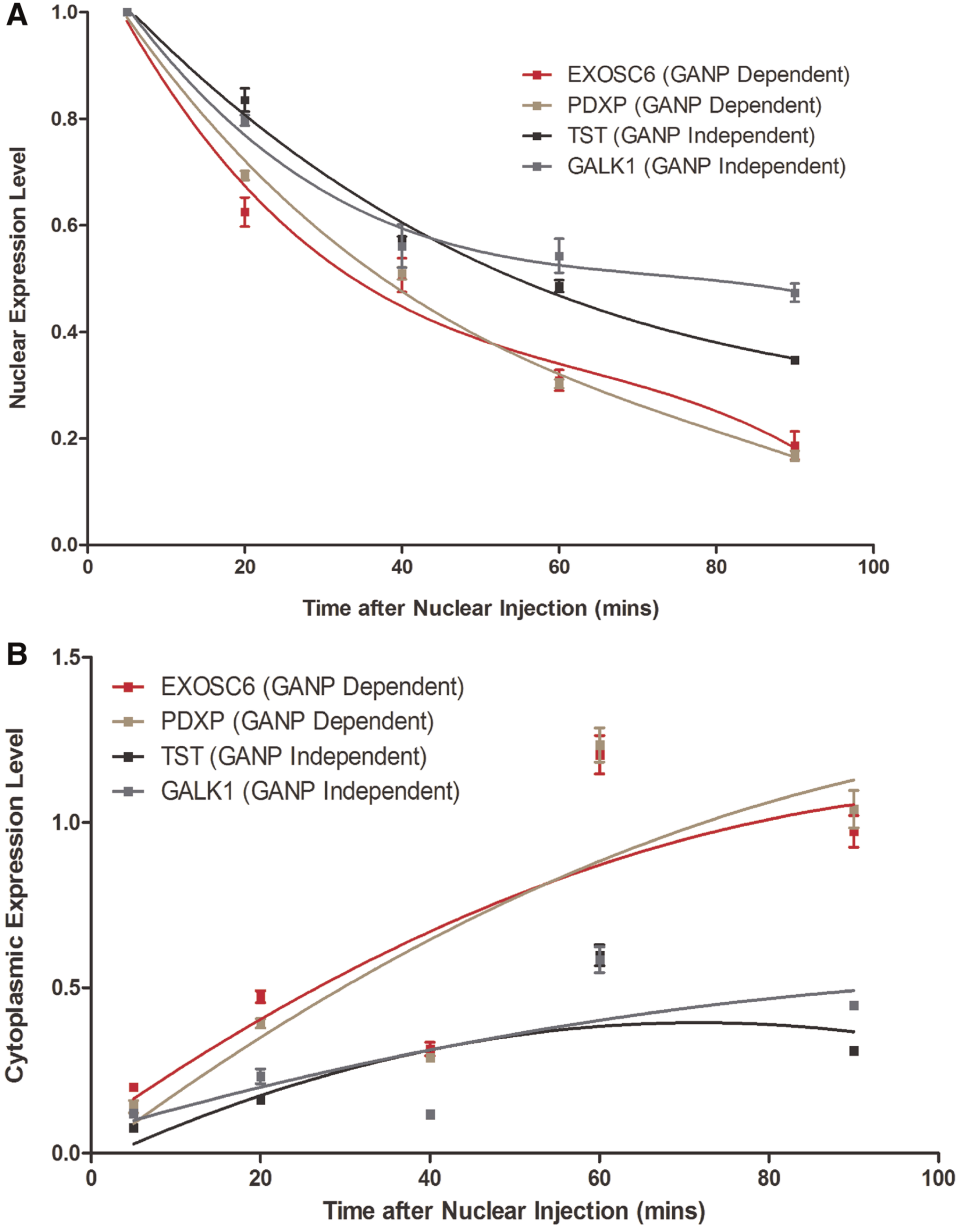
Transcripts whose nuclear export was impaired following GANP depletion display more rapid nuclear mRNA export kinetics than GANP-independent transcripts. (**A** and **B**) A mixture of equal amounts of four fully spliced transcripts, two GANP dependent (EXOSC6 and PDXP) and two GANP independent (GALK1 and TST), was injected into *Xenopus* oocyte nuclei and their rate of export into the cytoplasm determined. Nuclear (A) and cytoplasmic (B) expression levels were measured for each transcript between 5 and 90 min after nuclear injection and represent the average of triplicate qPCR experiments from nuclear and cytoplasmic RNA harvested from four pooled injections into *Xenopus* oocyte nuclei per time point.

Previous studies suggested that GANP functions in the recruitment of mRNPs from nuclear processing centres to NPCs (20). The mRNPs diffuse throughout the interchromatin space or zones of heterochromatin exclusion in the nuclei of mammalian cells (43), which is thought to be established in part by TPR (44), a filamentous NPC-associated protein required for mRNA export (45). Furthermore, TPR has been proposed to form part of a structural network in the nuclear interior of mammalian cells that could mediate facilitated diffusion of complexes such as mRNPs from the nuclear interior to the NPC (46–49). Interestingly, GANP and TPR co-depletion results in a more severe mRNA export defect than depleting TPR or GANP alone (Figure 5A), suggesting that GANP and TPR may cooperate to export mRNA. Fluorescence microscopy indicated that endogenous GANP co-localized with TPR both nuclear pores and intra-nuclear sites (Figure 5B and C). Moreover, endogenous GANP was efficiently co-immunoprecipitated from HCT116 nuclear cell extracts by antibodies against TPR (Figure 5D) and endogenous TPR was co-immunoprecipitated by antibodies against GANP (Figure 5E). Strikingly, the interaction between GANP and TPR was reduced following RNase treatment (Figure 5E), suggesting that the interaction is at least partially mediated indirectly via RNA and that both proteins may be interacting with the same mRNA chain. Furthermore, depletion of TPR resulted in a complete loss of nuclear pore-associated GANP, suggesting that GANP targeting to NPCs depends on TPR (Figure 5F), consistent with a recent report obtained in a different cell line (21).

**Figure 5.**
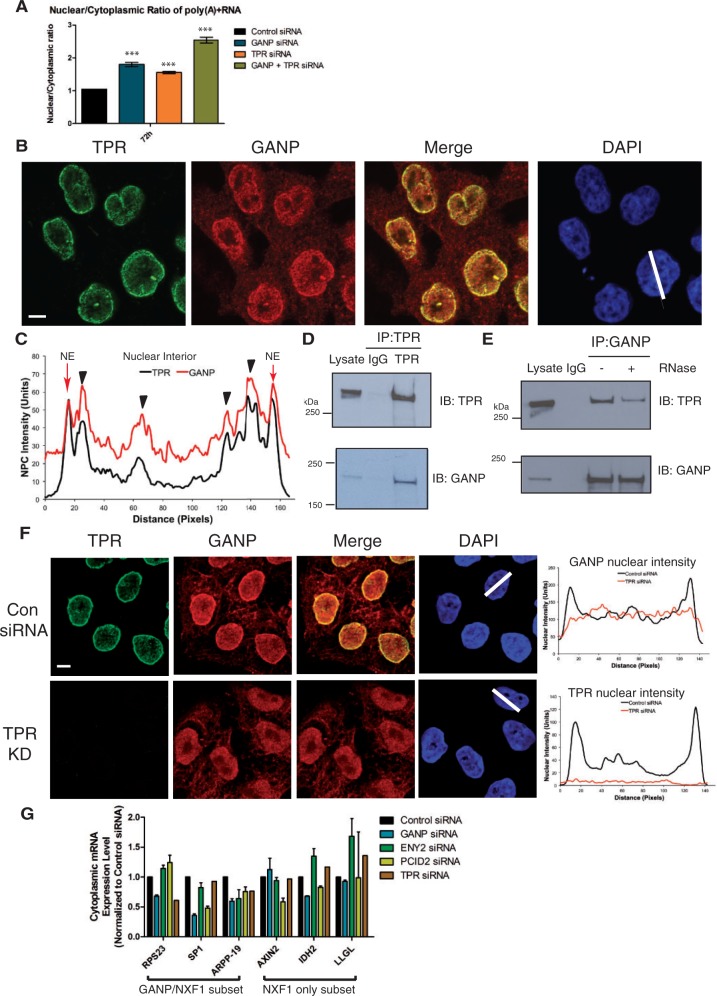
TPR mediates binding of GANP to NPC’s. (**A**) GANP and TPR co-depletion results in a more severe mRNA export defect than TPR or GANP alone. A ratio of nuclear to cytoplasmic poly(A)+RNA intensity was taken per cell for ≥200 cells/sample using the ArrayScan V^TI^ automated microscope in GANP, TPR and GANP and TPR depleted cells 72 h post-transfection. (**B**) and (**C**) GANP co-localizes with TPR in the nuclear interior and at NPCs. Immunofluorescence of HCT116 cells using anti-GANP and anti-TPR, respectively (scale bar, 5 µm), is shown (B) and scanning analysis of GANP and TPR intensity is also shown (C). Nuclei used for scanning and the scanning axis are indicated by white lines. Pairs of nuclei of same scan width as determined by DAPI staining were used for scanning. Nuclear envelope and nuclear interior are indicated, and arrows indicate areas of co-localization in the nuclear interior. (**D**) and (**E**) GANP and TPR interact with each other *in vivo*. (D) Endogenous TPR was immunoprecipitated from nuclear extract of HCT116 cells and blotted for GANP and TPR. (E) Endogenous GANP was immunoprecipitated from nuclear extracts of HCT116 cells with or without RNase treatment and blotted for GANP and TPR. (**F**) TPR depletion results in loss of GANP from nuclear pores. Immunofluorescence of HCT116 cells with or without TPR depletion using anti-GANP and anti-TPR, respectively (scale bar, 5 µm), is shown. Scanning analysis of GANP and TPR intensity is also shown. (**G**) ENY2, PCID2 and TPR depletion are often epistatic with GANP depletion. Cytoplasmic expression levels of GANP/NXF1 target transcripts RPS23, SP1 and ARPP-19 and NXF1 target transcripts AXIN2, IDH2 and LLGL were quantitated by qRT-PCR from cytoplasmic RNA extracted from control siRNA-treated, GANP-, ENY2-, PCID2- or TPR-depleted HCT116 cells 72 h post-transfection.

In principle, the role of GANP in the nuclear export of specific classes of mRNA could be due either to its function as a scaffold protein for TREX-2 components at nuclear pores or its proposed chaperonin function in the nucleoplasm. At steady state, a large proportion of TREX-2 components ENY2 and PCID2 are stably associated with the nuclear pore basket (21), consistent with their being bound to GANP at this location. However, some GANP is also found at mRNA processing sites located deep in the nucleus, where it has been proposed to facilitate the transport of mature transcripts to the pores (20). Although it is presently not known whether the nuclear GANP fraction is complexed with other TREX-2 components such as ENY2 and PCID2, the high affinity of these components for one another (19) makes this likely. Depletion of GANP would reduce both its nucleoplasmic and nuclear pore-associated pools, and it is technically difficult to distinguish whether one or both pools impact mRNA export as there is currently no way in which they can be separated. Although a detailed examination of the relative contributions of the nucleoplasmic and nuclear pore-associated pools of GANP to RNA export is beyond the scope of the present manuscript, preliminary evidence suggests that depletion of GANP often tends to be epistatic with depletion of TREX-2 components ENY2 and PCID2. For example, decreases in the cytoplasmic expression levels of only one of the three GANP/NXF1 targets tested was observed when ENY2 was depleted, whereas two of the three GANP/NXF1 targets decreased when PCID2 were depleted (Figure 5G). Moreover, the cytoplasmic levels of two of three GANP/NXF1 target genes were reduced following TPR depletion, and one of these, RPS23, was unchanged following either PCID2 or ENY2 depletion (Figure 5G). With the important caveat that depletion of ENY2, PCID2 and TPR will also impact on a range of different cellular functions (e.g. ENY2 is also a component of the SAGA complex), taken together, these results are consistent with both nucleoplasmic pools and nuclear pore-associated pools of GANP possibly contributing to its role in nuclear export of a subset of mRNA. 

## DISCUSSION

Our findings indicate that GANP promotes the nuclear export of a specific subset of mammalian mRNAs that use NXF1 as an export factor and also provide biological insight into the function of GANP (Figure 6). Roughly half of the transcripts that used NXF1 for export also showed impaired export when GANP was depleted. Moreover, GANP and NXF1 co-depletion had a synergistic effect on both mRNA export and cell proliferation, strongly supporting the hypothesis that GANP promotes the export of a specific subset of NXF1-dependent transcripts. Thus, whereas the nuclear export of these transcripts is impaired when either GANP and NXF1 is depleted, the impairment is substantially increased when GANP and NXF1 are depleted at the same time. Our results are consistent with a model of mammalian mRNA export through multiple pathways analogous to that proposed in yeast (25,50,51), where Mex67-bound mRNAs are also enriched in transcripts of metabolism genes, as well as RNA-binding proteins and mRNAs encoding protein synthesis machinery (25). Although broadly speaking, both Mex67 and NXF1 export similar classes of mRNAs, our current results identify an additional level of selectivity in mammalian mRNA export whereby GANP promotes the export of a specific subset of the NXF1-mediated transcripts.

**Figure 6.**
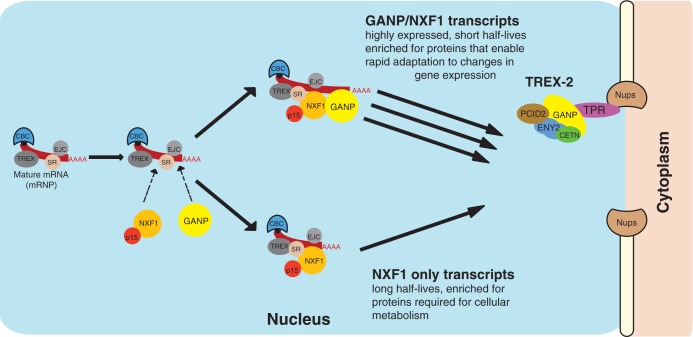
Model for GANP’s role in the selective export of a subset of mRNA. We propose that GANP facilitates the nuclear export of specific classes of mRNAs that may enable rapid adaptation to changes in gene expression, thereby optimizing their export to the cytoplasm and ensuring that cells can respond quickly to stimuli. GANP may facilitate export of a subset of mRNA by optimizing its transport from the nuclear interior to nuclear pores, or alternatively could facilitate export through its role as a scaffold protein of the nuclear pore-associated TREX-2 complex, or through its potential role in both compartments.

Our results raise the interesting possibility that GANP may define a ‘fast track’ from the nucleus for export of specific classes of mRNAs. The nuclear mRNA export kinetics of GANP-dependent transcripts were more rapid than those of GANP-independent transcripts. Importantly, although both subsets of transcripts use NXF1 as their primary nuclear export factor, representative transcripts that showed impaired nuclear export following GANP depletion showed faster nuclear mRNA export kinetics, consistent with the hypothesis that the selective participation of GANP may increase the rate of nuclear export of transcripts. This GANP-specific subset of mRNAs is highly enriched for those encoding proteins that are required for RNA processing and splicing, mRNP and ribosome biogenesis and gene expression. The observation that GANP-specific transcripts have short half-lives, are highly expressed, have fewer exons than GANP-independent transcripts and their encoded proteins may facilitate rapid adaptation to changes in gene expression, suggests a functional rationale for why GANP participates in the export of only a subset of NXF1-bound mRNPs. Interestingly, we find that targeting of GANP to nuclear pores requires TPR, a scaffold protein of the NPC that maintains regions of heterochromatin exclusion surrounding NPCs (44). Based on analysis of single mRNP translocation in living cells, it has been proposed that mRNPs travel from sites of transcription to NPCs through nucleoplasmic-channelled pathways, as in this scenario, the mRNPs face 1D diffusion rather than 3D diffusion (52). A TPR-mediated scaffold might also confine the diffusive movement of export cargos (44). Thus, as the transport of mRNA to NPCs takes minutes, compared with less than a second for actual transport through the pore (52), it may be advantageous for GANP-associated mRNPs to interact with TPR-mediated scaffolds, as this could potentially increase the efficiency of diffusion to NPCs. 

In conclusion, we propose that GANP promotes the nuclear export of specific classes of mRNAs that may enable rapid adaptation to changes in gene expression. In this way, export of these transcripts to the cytoplasm is optimized, ensuring that cells can respond quickly to stimuli.

## ACCESSION NUMBERS

The data sets are available in the Gene Expression Omnibus (GEO) database under the accession number GSE54481.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

MRC (to R.A.L., V.O.W., A.R.V. and M.S.); MRC Programme grant [G1001522 to A.R.V. supports V.O.W.]; MRC Programme grant [U105178939 to M.S.]; CRUK (to R.A.L., V.O.W. and M.S.); Wellcome Trust (to C.L., P.E., R.A. and M.S.). Funding for open access charge: University of Cambridge.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

## References

[1] Muller-McNicoll M, Neugebauer KM (2013). How cells get the message: dynamic assembly and function of mRNA-protein complexes. Nat. Rev. Genet..

[2] Tutucci E, Stutz F (2011). Keeping mRNPs in check during assembly and nuclear export. Nat. Rev. Mol. Cell Biol..

[3] Rodriguez-Navarro S, Hurt E (2011). Linking gene regulation to mRNA production and export. Curr. Opin. Cell. Biol..

[4] Stewart M (2010). Nuclear export of mRNA. Trends Biochem. Sci..

[5] Kohler A, Hurt E (2007). Exporting RNA from the nucleus to the cytoplasm. Nat. Rev. Mol. Cell Biol..

[6] Tran EJ, Wente SR (2006). Dynamic nuclear pore complexes: life on the edge. Cell.

[7] Masuda S, Das R, Cheng H, Hurt E, Dorman N, Reed R (2005). Recruitment of the human TREX complex to mRNA during splicing. Genes Dev..

[8] Huang Y, Gattoni R, Stevenin J, Steitz JA (2003). SR splicing factors serve as adapter proteins for TAP-dependent mRNA export. Mol. Cell.

[9] Grant RP, Hurt E, Neuhaus D, Stewart M (2002). Structure of the C-terminal FG-nucleoporin binding domain of Tap/NXF1. Nat. Struct. Biol..

[10] Braun IC, Herold A, Rode M, Izaurralde E (2002). Nuclear export of mRNA by TAP/NXF1 requires two nucleoporin-binding sites but not p15. Mol. Cell. Biol..

[11] Zhou Z, Luo MJ, Straesser K, Katahira J, Hurt E, Reed R (2000). The protein Aly links pre-messenger-RNA splicing to nuclear export in metazoans. Nature.

[12] Herold A, Suyama M, Rodrigues JP, Braun IC, Kutay U, Carmo-Fonseca M, Bork P, Izaurralde E (2000). TAP (NXF1) belongs to a multigene family of putative RNA export factors with a conserved modular architecture. Mol. Cell. Biol..

[13] Katahira J, Strasser K, Podtelejnikov A, Mann M, Jung JU, Hurt E (1999). The Mex67p-mediated nuclear mRNA export pathway is conserved from yeast to human. EMBO J..

[14] Viphakone N, Hautbergue GM, Walsh M, Chang CT, Holland A, Folco EG, Reed R, Wilson SA (2012). TREX exposes the RNA-binding domain of Nxf1 to enable mRNA export. Nat. Commun..

[15] Fischer T, Strasser K, Racz A, Rodriguez-Navarro S, Oppizzi M, Ihrig P, Lechner J, Hurt E (2002). The mRNA export machinery requires the novel Sac3p-Thp1p complex to dock at the nucleoplasmic entrance of the nuclear pores. EMBO J..

[16] Rodriguez-Navarro S, Fischer T, Luo MJ, Antunez O, Brettschneider S, Lechner J, Perez-Ortin JE, Reed R, Hurt E (2004). Sus1, a functional component of the SAGA histone acetylase complex and the nuclear pore-associated mRNA export machinery. Cell.

[17] Cabal GG, Genovesio A, Rodriguez-Navarro S, Zimmer C, Gadal O, Lesne A, Buc H, Feuerbach-Fournier F, Olivo-Marin JC, Hurt EC (2006). SAGA interacting factors confine sub-diffusion of transcribed genes to the nuclear envelope. Nature.

[18] Taddei A, Van Houwe G, Hediger F, Kalck V, Cubizolles F, Schober H, Gasser SM (2006). Nuclear pore association confers optimal expression levels for an inducible yeast gene. Nature.

[19] Jani D, Lutz S, Hurt E, Laskey RA, Stewart M, Wickramasinghe VO (2012). Functional and structural characterization of the mammalian TREX-2 complex that links transcription with nuclear messenger RNA export. Nucleic Acids Res..

[20] Wickramasinghe VO, McMurtrie PI, Mills AD, Takei Y, Penrhyn-Lowe S, Amagase Y, Main S, Marr J, Stewart M, Laskey RA (2010). mRNA export from mammalian cell nuclei is dependent on GANP. Curr. Biol..

[21] Umlauf D, Bonnet J, Waharte F, Fournier M, Stierle M, Fischer B, Brino L, Devys D, Tora L (2013). The human TREX-2 complex is stably associated with the nuclear pore basket. J. Cell Sci..

[22] Singh SK, Maeda K, Eid MM, Almofty SA, Ono M, Pham P, Goodman MF, Sakaguchi N (2013). GANP regulates recruitment of AID to immunoglobulin variable regions by modulating transcription and nucleosome occupancy. Nat. Commun..

[23] Okamoto N, Kuwahara K, Ohta K, Kitabatake M, Takagi K, Mizuta H, Kondo E, Sakaguchi N (2010). Germinal center-associated nuclear protein (GANP) is involved in mRNA export of Shugoshin-1 required for centromere cohesion and in sister-chromatid exchange. Genes Cell.

[24] Rehwinkel J, Herold A, Gari K, Kocher T, Rode M, Ciccarelli FL, Wilm M, Izaurralde E (2004). Genome-wide analysis of mRNAs regulated by the THO complex in *Drosophila melanogaster*. Nat. Struct. Mol. Biol..

[25] Hieronymus H, Silver PA (2003). Genome-wide analysis of RNA-protein interactions illustrates specificity of the mRNA export machinery. Nat. Genet..

[26] Herold A, Teixeira L, Izaurralde E (2003). Genome-wide analysis of nuclear mRNA export pathways in *Drosophila*. EMBO J..

[27] Wickramasinghe VO, Savill JM, Chavali S, Jonsdottir AB, Rajendra E, Gruner T, Laskey RA, Babu MM, Venkitaraman AR (2013). Human inositol polyphosphate multikinase regulates transcript-selective nuclear mRNA export to preserve genome integrity. Mol. Cell.

[28] Guria A, Tran DD, Ramachandran S, Koch A, El Bounkari O, Dutta P, Hauser H, Tamura T (2011). Identification of mRNAs that are spliced but not exported to the cytoplasm in the absence of THOC5 in mouse embryo fibroblasts. RNA.

[29] Yang YH, Dudoit S, Luu P, Lin DM, Peng V, Ngai J, Speed TP (2002). Normalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variation. Nucleic Acids Res..

[30] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol..

[31] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Statist. Soc. B..

[32] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[33] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: database for annotation, visualization, and integrated discovery. Genome Biol..

[34] Schwanhausser B, Busse D, Li N, Dittmar G, Schuchhardt J, Wolf J, Chen W, Selbach M (2011). Global quantification of mammalian gene expression control. Nature.

[35] Mittal N, Roy N, Babu MM, Janga SC (2009). Dissecting the expression dynamics of RNA-binding proteins in posttranscriptional regulatory networks. Proc. Natl Acad. Sci. USA.

[36] Lundberg E, Fagerberg L, Klevebring D, Matic I, Geiger T, Cox J, Algenas C, Lundeberg J, Mann M, Uhlen M (2010). Defining the transcriptome and proteome in three functionally different human cell lines. Mol. Syst. Biol..

[37] Friedel CC, Dolken L, Ruzsics Z, Koszinowski UH, Zimmer R (2009). Conserved principles of mammalian transcriptional regulation revealed by RNA half-life. Nucleic Acids Res..

[38] Castillo-Davis CI, Mekhedov SL, Hartl DL, Koonin EV, Kondrashov FA (2002). Selection for short introns in highly expressed genes. Nat. Genet..

[39] Jeffares DC, Penkett CJ, Bahler J (2008). Rapidly regulated genes are intron poor. Trends Genet..

[40] Audibert A, Weil D, Dautry F (2002). *In vivo* kinetics of mRNA splicing and transport in mammalian cells. Mol. Cell. Biol..

[41] Reed R, Hurt E (2002). A conserved mRNA export machinery coupled to pre-mRNA splicing. Cell.

[42] Hamm J, Mattaj IW (1990). Monomethylated cap structures facilitate RNA export from the nucleus. Cell.

[43] Politz JC, Tuft RA, Pederson T, Singer RH (1999). Movement of nuclear poly(A) RNA throughout the interchromatin space in living cells. Curr. Biol..

[44] Krull S, Dorries J, Boysen B, Reidenbach S, Magnius L, Norder H, Thyberg J, Cordes VC (2010). Protein Tpr is required for establishing nuclear pore-associated zones of heterochromatin exclusion. EMBO J..

[45] Shibata S, Matsuoka Y, Yoneda Y (2002). Nucleocytoplasmic transport of proteins and poly(A)+ RNA in reconstituted Tpr-less nuclei in living mammalian cells. Genes Cell.

[46] Bangs P, Burke B, Powers C, Craig R, Purohit A, Doxsey S (1998). Functional analysis of Tpr: identification of nuclear pore complex association and nuclear localization domains and a role in mRNA export. J. Cell Biol..

[47] Fontoura BM, Dales S, Blobel G, Zhong H (2001). The nucleoporin Nup98 associates with the intranuclear filamentous protein network of TPR. Proc. Natl Acad. Sci. USA.

[48] Strambio-de-Castillia C, Blobel G, Rout MP (1999). Proteins connecting the nuclear pore complex with the nuclear interior. J. Cell Biol..

[49] Cordes VC, Reidenbach S, Rackwitz HR, Franke WW (1997). Identification of protein p270/Tpr as a constitutive component of the nuclear pore complex-attached intranuclear filaments. J. Cell Biol..

[50] Hieronymus H, Silver PA (2004). A systems view of mRNP biology. Genes Dev..

[51] Keene JD, Tenenbaum SA (2002). Eukaryotic mRNPs may represent posttranscriptional operons. Mol. Cell.

[52] Mor A, Suliman S, Ben-Yishay R, Yunger S, Brody Y, Shav-Tal Y (2010). Dynamics of single mRNP nucleocytoplasmic transport and export through the nuclear pore in living cells. Nat. Cell Biol..

# Supplementary material for: Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP
**Source:** Nucleic Acids Res. 2014 Feb 6;42(8):5059–71. doi: 10.1093/nar/gku095
**Supplement:** Supplementary Data

Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP — Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP — Supplementary Data 

# Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

# Supplementary material for: Selective nuclear export of specific classes of mRNA from mammalian nuclei is promoted by GANP
**Source:** Nucleic Acids Res. 2014 Feb 6;42(8):5059–71. doi: 10.1093/nar/gku095
**Supplement:** Supplementary Data

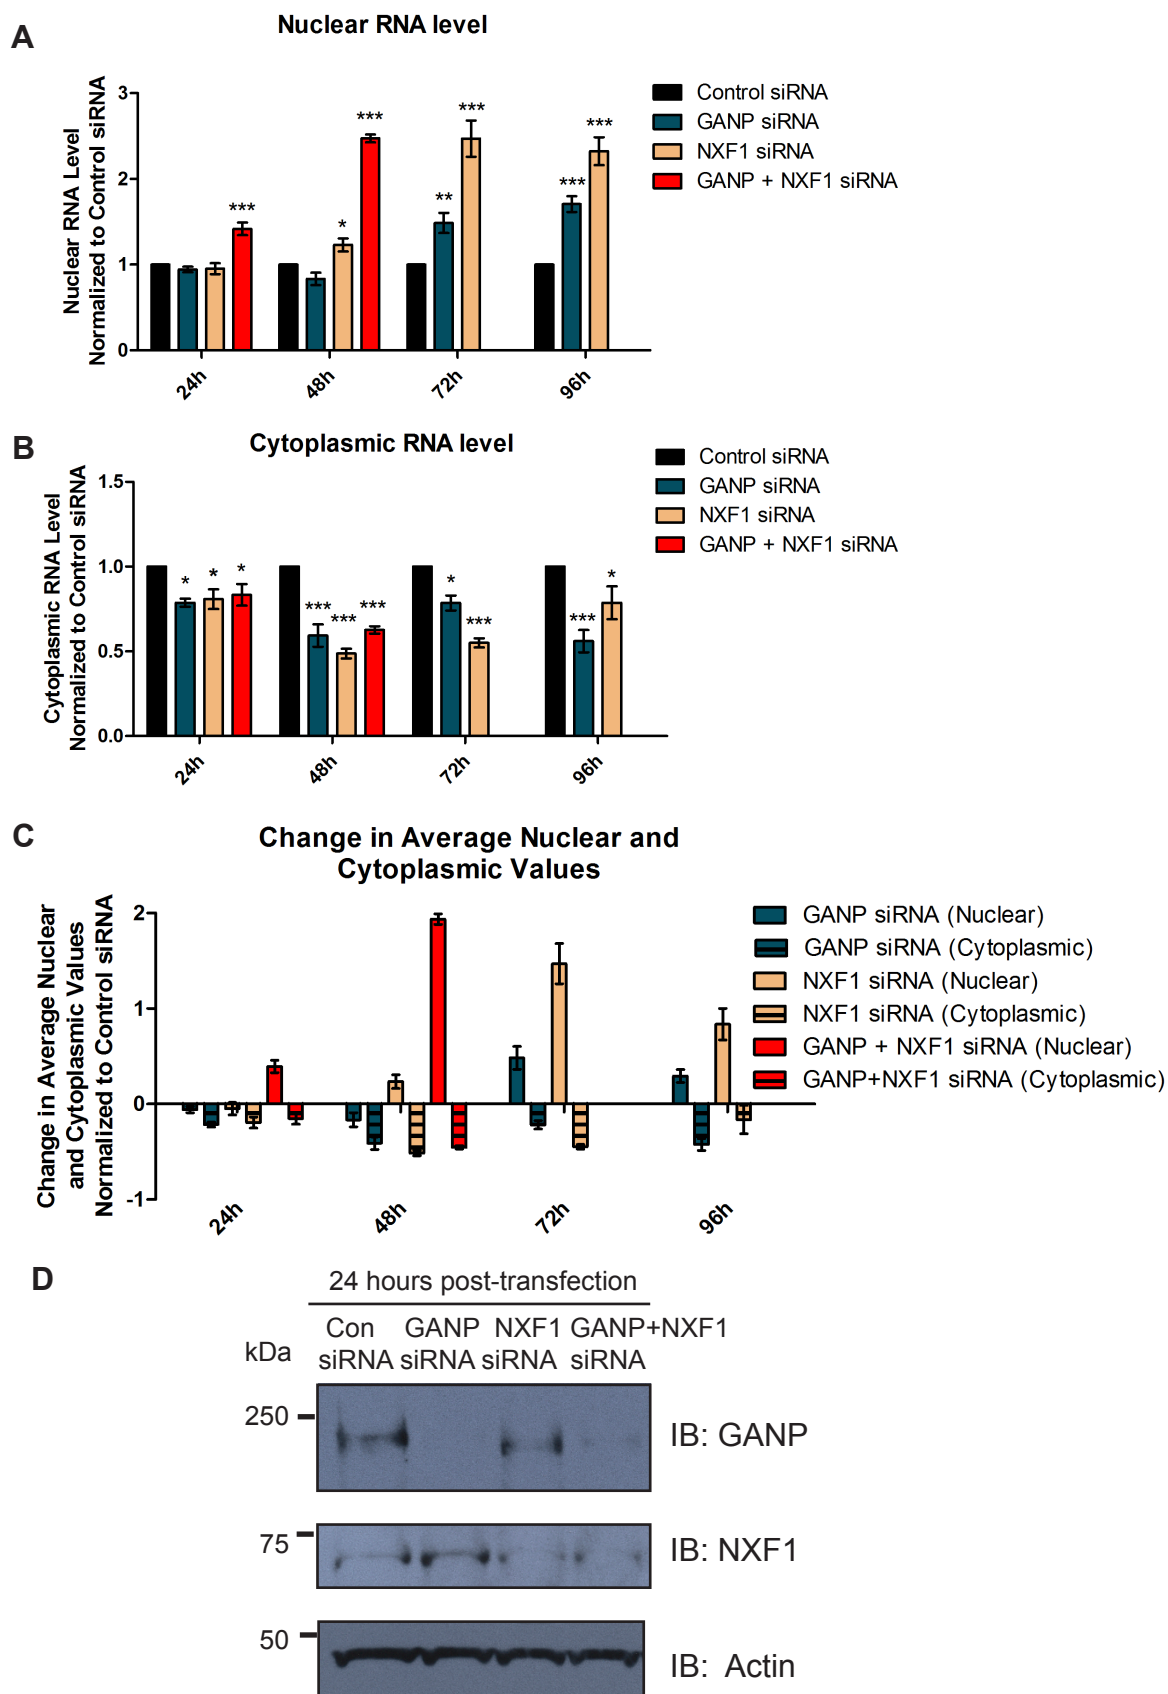

Supplementary Figure S1- Quantitation of mRNA export data

(A-C) RNA Fluorescence in situ hybridization (FISH) was performed and poly(A)+ RNA localisation was examined in NXF1, GANP, and GANP and NXF1 depleted HCT116 cells 24-96 hours post-transfection. The average nuclear and cytoplasmic poly(A)+RNA intensity was taken per cell for ≥ 200 cells/sample using the ArrayScan VTI automated microscope. The average nuclear intensity is shown in (A), and the average cytoplasmic intensity is shown in (B). The change in the average nuclear and cytoplasmic values compared to control siRNA treated cells is shown in (C). A positive value indicates a higher nuclear or cytoplasmic intensity compared to control siRNA treated cells. A negative value indicates a lower nuclear or cytoplasmic intensity compared to control siRNA treated cells. Note that GANP and NXF1 depleted cells show increased nuclear intensity and reduced cytoplasmic intensity compared to control siRNA treated cells, indicative of a nuclear mRNA export block. Values are the mean of readings from 3 independent experiments, $\pm$ s.e.m. Values for NXF1 and GANP co-depleted cells 72 and 96 hours post-transfection could not be calculated due to excessive cell death. (D) Depletion of GANP, NXF1, and both GANP and NXF1. HCT116 cells were depleted of endogenous GANP, NXF1, or both NXF1 and GANP and analysed by immunoblotting for GANP, NXF1 and actin (loading control) 24 hours post-transfection. As control, cells were transfected with an siRNA differing from GANP siRNA by 2 bases.

A

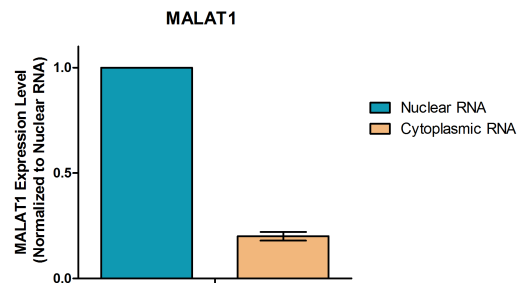

B

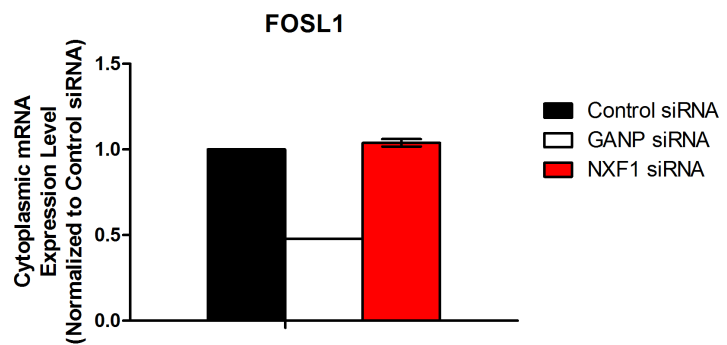

C

Transcripts downregulated only in NXF1 depleted samples

Term	RT	Genes	Count	%	P-Value
organic acid metabolic process	RT		33	7.2	4.0E-7
carboxylic acid metabolic process	RT		32	7.0	1.1E-6
cofactor metabolic process	RT		17	3.7	3.5E-5
metabolic process	RT		225	49.2	5.9E-5
fatty acid metabolic process	RT		14	3.1	7.6E-5
monocarboxylic acid metabolic process	RT		16	3.5	1.8E-4
generation of precursor metabolites and energy	RT		28	6.1	4.9E-4
pentose-phosphate shunt	RT		4	0.9	6.8E-4
cellular catabolic process	RT		26	5.7	7.0E-4
glucose catabolic process	RT		8	1.8	7.2E-4
cellular metabolic process	RT		200	43.8	1.1E-3
hexose catabolic process	RT		8	1.8	1.7E-3
heterocycle metabolic process	RT		8	1.8	1.8E-3
monosaccharide catabolic process	RT		8	1.8	1.8E-3
alcohol catabolic process	RT		8	1.8	2.1E-3
NADP metabolic process	RT		4	0.9	2.2E-3
pyridine nucleotide metabolic process	RT		5	1.1	2.2E-3
electron transport	RT		21	4.6	2.6E-3
coenzyme metabolic process	RT		12	2.6	2.8E-3
amino acid and derivative metabolic process	RT		17	3.7	5.5E-3
heme metabolic process	RT		4	0.9	5.7E-3
aromatic compound metabolic process	RT		9	2.0	6.3E-3
catabolic process	RT		27	5.9	7.0E-3
hexose metabolic process	RT		10	2.2	7.6E-3
cellular carbohydrate catabolic process	RT		8	1.8	8.0E-3
nicotinamide metabolic process	RT		4	0.9	8.9E-3
monosaccharide metabolic process	RT		10	2.2	9.2E-3

Transcripts downregulated in both GANP and NXF1 depleted samples

Term	RT	Genes	Count	%	P-Value
cellular metabolic process	RT		204	48.7	4.9E-12
RNA processing	RT		33	7.9	4.2E-11
metabolic process	RT		216	51.6	5.1E-11
primary metabolic process	RT		201	48.0	9.3E-11
ribonucleoprotein complex biogenesis and assembly	RT		21	5.0	6.7E-10
nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	RT		117	27.9	7.3E-9
macromolecule metabolic process	RT		174	41.5	6.1E-8
mRNA metabolic process	RT		22	5.3	1.9E-7
cellular biosynthetic process	RT		47	11.2	2.3E-7
gene expression	RT		103	24.6	6.8E-7
mRNA processing	RT		19	4.5	1.1E-6
RNA splicing	RT		17	4.1	3.4E-6
RNA metabolic process	RT		86	20.5	5.0E-6
ribosome biogenesis and assembly	RT		11	2.6	5.2E-6
biopolymer metabolic process	RT		132	31.5	7.8E-6
biosynthetic process	RT		52	12.4	9.5E-6
tRNA metabolic process	RT		11	2.6	7.3E-5
protein-RNA complex assembly	RT		10	2.4	2.4E-4
translation	RT		25	6.0	4.1E-4
cellular process	RT		252	60.1	5.4E-4
cellular component organization and biogenesis	RT		71	16.9	7.6E-4
rRNA processing	RT		7	1.7	9.8E-4
rRNA metabolic process	RT		7	1.7	1.2E-3
organelle organization and biogenesis	RT		37	8.8	1.4E-3
nuclear mRNA splicing, via spliceosome	RT		7	1.7	1.7E-3

D

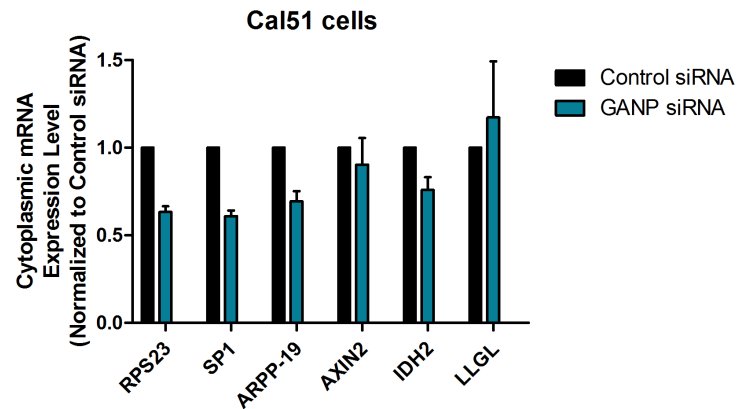

Transcripts downregulated only in GANP depleted samples

Term	RT	Genes	Count	%	P-Value
protein oligomerization	RT		5	4.1	2.5E-4
biosynthetic process	RT		17	13.8	3.0E-3
cellular metabolic process	RT		54	43.9	3.4E-3
primary metabolic process	RT		54	43.9	3.6E-3
metabolic process	RT		57	46.3	7.9E-3

Supplementary Figure S2 - Raw data of functional annotation in Figure 2

(A) Efficiency of nuclear/cytoplasmic fractionation was examined by measuring the levels of predominantly nuclear retained RNA, MALAT1 by qPCR with MALAT1 specific primers. Signal was normalised to Nuclear RNA and mean $\pm$ SEM is shown. (B) mRNA levels of GANP only target gene FOSL1 identified in microarray were quantitated by qRT-PCR from cytoplasmic RNA extracted from control siRNA treated or GANP depleted cells. (C) The raw functional annotation used to make Figure 2 is shown. Functional annotation was performed on each group of transcripts using DAVID bioinformatics program. Transcripts enriched for proteins with the following Gene Ontology terms (p-value $< 10^{-3}$) are indicated. 

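Splicing genes ranked highest by p among the lists in the class of genes down after both depletions, followed by Wnt targets and genes of mRNA 3' end processing. The class held 9 of 106 measured splicing genes, where 4.0 would be by chance (one-sided Fisher's exact test, p = 0.019, adjusted p = 0.33), among them HNRNPA1, a splicing repressor, with a log2 fold change of -0.68 (standard error 0.07) after GANP siRNA and -0.56 (standard error 0.07) after NXF1 siRNA. It held 3 of 20 Wnt targets (adjusted p = 0.55), such as CD44 with -0.55 (standard error 0.08) and -0.90 (standard error 0.08). The 3 of 25 genes of mRNA 3' end processing (adjusted p = 0.68) included CSTF2T, a cleavage stimulation factor, with -1.02 (standard error 0.13) and -1.07 (standard error 0.13). Cytosolic ribosomal proteins gave 5 of 68 (2.6 by chance, adjusted p = 0.85) and ribosome biogenesis 6 of 90 (3.4 by chance, adjusted p = 0.85). Genes of tRNA metabolism gave 2 of 46, translation factors 1 of 45 and the RNA exosome 1 of 12, its member being EXOSC6 (adjusted p = 1.0 for each). None of the 38 lists passed in this class after adjustment, and splicing and Wnt targets had an unadjusted p under 0.05. With the replicate block the class held 13 splicing genes (adjusted p = 0.10).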

Note that the most enriched terms for the GANP dependent subset are those required for RNA processing. (D) Validation of microarray by qRT-PCR in a different human cell line, Cal51. mRNA levels of GANP and NXF1 target and NXF1 target genes identified in microarray were quantitated by qRT-PCR from cytoplasmic RNA extracted from control siRNA treated or GANP depleted cells in Cal51 cells.

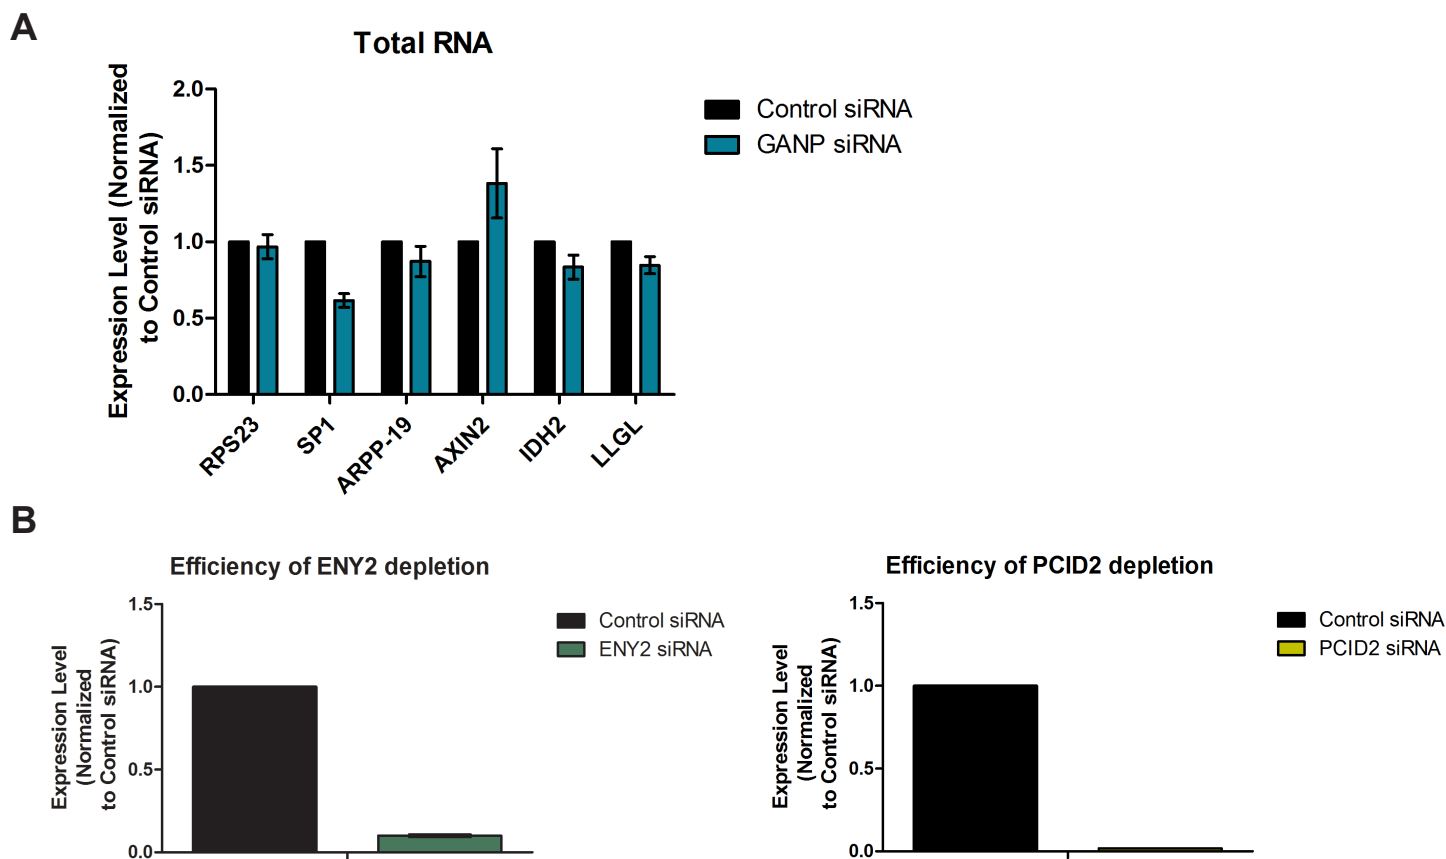

Supplementary Figure S3 - Contribution of TREX-2 components to selective mRNA export pathways

(A) Total mRNA levels of GANP target transcripts extracted from whole cells are not altered following GANP depletion. mRNAs encoding GANP target transcripts RPS23, SP1 and ARPP-19 and NXF1 target transcripts AXIN2, IDH2 and LLGL were quantitated by qRT-PCR using total RNA extracted from control siRNA treated or GANP depleted HCT116 cells.

(B) ENY2 and PCID2 depletion was confirmed by qRT-PCR using ENY2 and PCID2 specific primers 72 hours post-transfection.

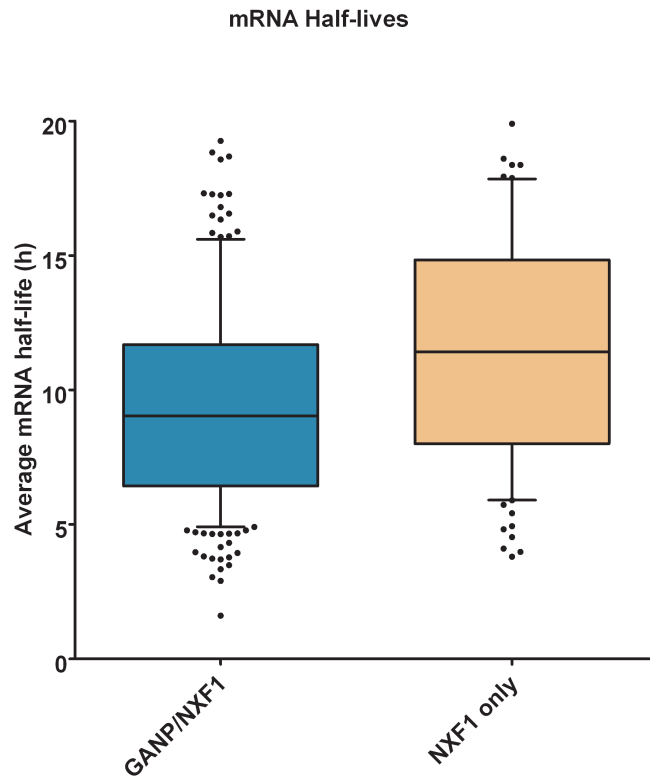

Supplementary Figure S4 - Transcripts that employ GANP for export have significantly shorter mRNA half-lives than those that employ only NXF1

NXF1-dependent transcripts that show impaired nuclear export following GANP depletion transcripts have shorter half-lives than GANP-insensitive transcripts. mRNA half-lives for each transcript in GANP/NXF1, GANP and NXF1 only subsets was calculated using a publicly available dataset from mouse cells [34] and represented in a box and whiskers plot. Statistical significance was determined using a Mann-Whitney test ($p < 0.001$).

How the deposited data were processed for this re-analysis (not part of the article)

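Cytoplasmic RNA of HCT116 cells was measured 72 h after transfection with an siRNA against GANP, one against NXF1 or a control siRNA, on 9 Illumina HumanWG-6 v3 arrays, 3 per group and 1 of each group in each of 3 depletion experiments. The sample labels gave the condition and the experiment number of each array. As the methods describe, the authors amplified and hybridised the RNA, read the arrays in BeadStudio, quantile normalized the signals and analysed them with lumi (version not given) and limma. The value table holds quantile normalized signals on the linear scale for 48803 probes, and neither the methods nor the values show a subtraction of background. A second table of signals that are not normalized has 18 columns of array signals and detection p-values named by slide and position. No label pairs those columns with a sample, so they were not used here, and the detection p-values could not serve as a filter.

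The signals of the value table were corrected with normexp (offset 50), quantile normalized and log2 transformed in limma 3.58.1 under R 4.3.3. This second normalization was planned for signals that had not been normalized, and the authors' values without it were used as an alternative. Of the probes, 27578 carried 1 gene symbol, 13 several and 21212 none in the annotation used, which named 18665 genes, and 0 symbols needed updating. Probes with a mean log2 signal above the median of all probes (6.35) were kept, which left 24401 probes and, with the probe of highest mean signal per gene, 13118 genes. Among the 3353 genes with several kept probes, 10 had probes called in opposite directions after GANP siRNA and 37 after NXF1 siRNA. Precision is limited by the number of arrays, 3 per group.

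The 3 groups were fitted together with limma's lmFit and eBayes (6 residual and 6.43 prior degrees of freedom) and compared in 3 ways: GANP siRNA with control siRNA, NXF1 siRNA with control siRNA, and GANP siRNA with NXF1 siRNA, in which a positive value is higher with GANP siRNA. P-values were adjusted by Benjamini and Hochberg within each comparison. A gene was called at an adjusted p under 0.05 and a log2 fold change over 0.25 or under -0.25, thresholds the paper gives for downregulated mRNAs and used here both ways. Genes down after both depletions, after GANP siRNA alone and after NXF1 siRNA alone form the classes. Both comparisons share the control arrays, so the overlap was set against independent lists and against 100 simulations of unchanged groups. In these all 9 arrays, controls included, were drawn at random with each gene's spread and without an experiment effect. The experiment number was then added as a replicate block. Within each group-centred set of values, the 9 pairs of arrays that share an experiment number correlated at 0.107 to 0.461 and the 18 pairs that do not at -0.40 to 0.12, across genes, which are not independent replicates.

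Before the data were examined, 40 gene lists were written from textbook knowledge (RNA processing and translation, metabolism, cell cycle, stress and signalling responses, histones and noncoding RNAs, and markers of colon epithelium, fibroblasts and blood cells), together with the main settings, the alternatives and the rule for named genes. That rule takes every gene the paper names as a transcript, the 8 largest rises and 8 largest falls of each comparison among called genes whose 3 arrays all lie on one side of the other group, up to 4 called members of each list with the largest change in each comparison, and the 8 genes of each class with the smallest adjusted p. Examples follow the order of the rule, and genes outside it are said to be chosen after their values were seen. Lists with at least 5 measured genes (38 of the 40) were tested with limma's camera at its preset correlation of 0.01, again with an estimated correlation, and with fry, and p-values were adjusted over the lists of a comparison. With an estimated correlation the call of ribosome biogenesis held after GANP siRNA and in the comparison of the depleted groups, and no other list call did; with the replicate block as well, neither held (adjusted p = 0.067 and adjusted p = 0.11). Over-representation of the lists in the classes was tested with a one-sided Fisher's exact test against the genes tested, adjusted over 38 lists and 3 classes. It takes genes as independent and leaves out the spread between arrays.

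Alternatives changed 1 choice at a time, apart from the authors' values, which leave out both the background correction and the second quantile normalization: the replicate block, no background correction, the authors' values, median scaling, no filter, the mean of a gene's probes, a separate fit for each pair of groups, an intensity trend, no fold threshold, adjusted p thresholds of 0.1, 0.01 and 0.001, estimated correlation, fry, and leaving out each array in turn. A filter at percentile 75 was added after the data were seen. Other splits of the 6 arrays of each comparison (10 splits, the real one included), 100 assignments of the 9 arrays to the groups and 100 assignments within experiments (added after the data were seen) were fitted the same way. The method was tested on simulated data, in which 50 genes were given each change: a log2 fold change of -1 was called in 100% of genes in both comparisons, -0.5 in 90% after GANP siRNA and 94% after NXF1 siRNA, 0.5 in 76% and 88%, and 1 in 100%. Of 13118 genes, 13 and 12 unchanged genes were called. Intervals are 95%, permutation tests used 100000 resamples, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Transcript length, exon number, mRNA half-life, qRT-PCR and the oocyte injections were not analysed here. MALAT1 lay below the signal filter, and PDXP and NXF1 had no named probe.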

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

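The tests on ATF4 targets that encode cytosolic or nuclear proteins, on histones (both of them) and with assignments within experiments were chosen after the result they measure was seen.

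Genes down after NXF1 siRNA and not called down after GANP siRNA numbered 1344, and 48 genes were called in opposite directions by the depletions and passed the direct comparison. Falls that the test missed after GANP siRNA, as the whole cause, would leave a mean change of at least 0.5 of that after NXF1 siRNA in an experiment left out of the calls, and the ratios were 0.154, 0.242 and 0.272 (for genes down after both, 0.910, 0.985 and 0.987); 311 of the 1344 were lower after GANP siRNA at an unadjusted p under 0.05, so missed falls stay open for part of the class. Dim probes are argued against as well, but only within the NXF1-down genes, all of which lie above the signal filter. The share also down after GANP siRNA was 1.18 times higher in their brightest than in their dimmest group (interval 0.940 to 1.47, which takes genes as independent). That is under the 1.5 set for that explanation, with an upper end close to it. Among 100 assignments of the 9 arrays the count was as large in 1, the real one (highest other 549), and among 100 that keep 1 array of each experiment in each group also in 1 (highest other 1208). The paper states that the proteins were depleted with similar efficiency (Figure 1D), which was not analysed here, and off-target effects of each siRNA stay open and untested, beside the hypothesis that these mRNAs may depend less on GANP than on NXF1.

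ER stress and ATF4 targets (median log2 fold change 0.39, adjusted p = 0.35 with an estimated correlation) and ER membrane and secretory proteins (0.21, adjusted p = 0.37 with an estimated correlation) were higher by limma's camera at its preset correlation after NXF1 siRNA, in genes the paper does not discuss. If the cytoplasmic fraction had held more ER-bound mRNA, other mRNAs made at the ER would have a median of at least 0.15, and if not under 0.1. Their median was 0.138 (interval 0.0736 to 0.218, 75 genes, 20 up and 5 down), so this cannot be told apart from the alternative. ATF4 targets that encode cytosolic or nuclear proteins, which such a fraction would leave under 0.1, had a median of 0.418, but over 11 genes the interval of 0.113 to 0.992 spans the bound of 0.2 set against it. A stress response of the depleted cells may add to the rise of DDIT3 and ATF3 and was not tested by other means.

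Replication-dependent histones were higher after GANP siRNA (median 0.19, adjusted p = 0.11 with an estimated correlation), again outside the genes the paper discusses. Cross-hybridization among the members of a single histone type is argued against as the whole of the rise, since the 12 called genes belong to 5 histone types: 1 is an H1 gene, 3 are H2A, 3 H2B, 1 H3 and 4 H4. Stronger amplification of RNA without a poly(A) tail would raise other such RNAs by at least 0.1, and these had a median of 0.048 (interval -0.092 to 0.089, 39 RNAs, 5 up and 4 down), which lies under 0.05 but by less than its spread, so it cannot be told apart. Most of them are small nucleolar RNAs, which moved both ways, from -0.72 (SNORD14C) to 0.58 (SNORD46). The others, looked at after their values were seen, were mostly higher. They were RN7SK (1.12), TERC (0.69), RNU6ATAC (0.48), RN7SL1 (0.46), RNU11 (0.33), RNU2-1 (0.28), SNAR-A1 (0.22), SNAR-C3 (0.05) and RPPH1 (-0.31). Cross-hybridization among the near-identical members of each of several types was not tested and stays open. A change in the share of cells in S phase may contribute and stays untested. Genes of DNA replication moved the other way after GANP siRNA (median -0.16, 6 down and 0 up, camera adjusted p = 0.14 with an estimated correlation). Genes of the G2/M cell cycle had a median of -0.003.

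The other results are given as values. By camera at its preset correlation, genes of DNA replication (median -0.16, adjusted p = 0.14 with an estimated correlation), interferon-stimulated genes (0.25, adjusted p = 0.082 with an estimated correlation), mitochondrial ribosomal proteins (-0.11, adjusted p = 0.29 with an estimated correlation) and p53 targets (0.18, adjusted p = 0.11 with an estimated correlation) moved after GANP siRNA, and immediate early genes (0.15, adjusted p = 0.37 with an estimated correlation) after NXF1 siRNA, outside the genes the paper discusses apart from FOSL1, an immediate early gene.

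In the direct comparison of GANP siRNA with NXF1 siRNA, limma's camera passed 9 lists. Lower with GANP siRNA were ER stress and ATF4 targets (-0.31, adjusted p = 0.20 with an estimated correlation), ER membrane and secretory proteins (-0.17, adjusted p = 0.49 with an estimated correlation), immediate early genes (-0.21, adjusted p = 0.28 with an estimated correlation), MAPK pathway feedback targets (-0.23, adjusted p = 0.095 with an estimated correlation), ribosome biogenesis (-0.15, adjusted p = 0.033 with an estimated correlation, adjusted p = 0.11 with the replicate block as well) and tRNA metabolism (-0.091, adjusted p = 0.30 with an estimated correlation). Higher with GANP siRNA were fatty acid metabolism (0.24, adjusted p = 0.15 with an estimated correlation), replication-dependent histones (0.086, adjusted p = 0.39 with an estimated correlation) and the TCA cycle and pyruvate metabolism (0.094, adjusted p = 0.30 with an estimated correlation). The call of ER membrane and secretory proteins was lost without NXF1 siRNA replicate 2 (adjusted p = 0.079), and that of the TCA cycle without GANP siRNA replicate 1 (adjusted p = 0.065), without NXF1 siRNA replicate 2 (adjusted p = 0.079) or with the mean of probes (adjusted p = 0.061). Some lists that passed after GANP siRNA against control siRNA did not pass here, so a difference between the depletions is not shown for them. They were mRNA splicing (-0.037, camera adjusted p = 0.14), p53 targets (0.004, 0.47), interferon-stimulated genes (0.083, 0.15), DNA replication (-0.023, 0.28) and mitochondrial ribosomal proteins (-0.039, 0.14). With the replicate block camera passed 10 lists. The added one was the proteasome (median -0.087, adjusted p = 0.032, and adjusted p = 0.055 without the block). Of the 48 genes in opposite directions, 47 were up after GANP siRNA and down after NXF1 siRNA, and CTRL, a chymotrypsin-like protease chosen after its values were seen, went the other way at -0.33 and 0.37.

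A comparison of 3 arrays with 3 has 10 splits, too few for a share under 0.05. The real split was the 1 with as many genes down and up after GANP siRNA (774 and 824), down and up after NXF1 siRNA (1842 and 1521) and different between the depletions (2571), and the highest other split gave 0 in each. As many lists passed camera in 3 of the splits after GANP siRNA (8, highest other 11), in 5 after NXF1 siRNA (4, highest other 6) and in 1 between the depletions (9, highest other 8); among the 3 other splits that part each experiment as the real one does, the highest counts of lists were 10, 5 and 8. Among 100 assignments of the 9 arrays to the groups, which mix arrays across experiments and have no block, as many genes were down after both depletions in 1 (498, highest other 275) and after GANP siRNA alone in 3 (276, highest other 1208). The assignments with 1208 and 1115 put all 3 NXF1 siRNA arrays in the place of GANP siRNA, so they follow the real structure of the samples.

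The experiment number pairs the arrays, so 100 assignments that keep 1 array of each experiment in each group are the closer comparison. Among these, as many genes were down after both depletions in 2 (498, highest other 672) and after NXF1 siRNA alone in 1 (1344, highest other 1208), the real one included. As many were down after GANP siRNA alone in 8 (276, highest other 961), so chance cannot be excluded for that count. With the replicate block in the fit the numbers were 2, 1 and 5 (highest other 881, 1351 and 964). The assignment with 672 exchanged the NXF1 siRNA arrays with the control arrays, and that with 961 put all 3 NXF1 siRNA arrays in the place of GANP siRNA, so both follow the real structure of the samples. Assignments that keep a real group together carry its effect, so the shares do not measure chance alone. By them chance is excluded for none of the 3 counts.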

How the results depend on the processing

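All tests in this part were chosen before their results were seen except the filter at percentile 75, which was chosen after seeing the data. The counts of genes down and up after NXF1 siRNA kept within 1.5 times of 1842 and 1521 in each alternative apart from the adjusted p thresholds of 0.01 and 0.001. The number of lists past camera after GANP siRNA (8) kept within 1.5 times apart from estimated correlation and fry. Median scaling, no background correction, the intensity trend, the mean of probes and no fold threshold moved none of the counts, shares and ratios by more than these limits or spreads, and the values with no background correction nearly coincide with the authors' values. Median scaling cannot undo the authors' quantile normalization. Of 2508 values of gene lists (114 results, 22 alternatives), 2398 kept their direction and side of the threshold, 37 no longer passed, 73 newly passed and 0 reversed. Of 17388 values of named genes (966 results, 18 alternatives), 16449 kept both, 739 no longer passed, 199 newly passed and 1 reversed. This was ZMAT3 after NXF1 siRNA, at 0.04 and not called, which was -0.37 with the mean of probes (adjusted p = 0.0019); the cause was not tested. A filter on detection p-values and a block for the slide were not run, as no column or label for them could be tied to a sample. Signals near the background limit what falls can be seen: the filter removed the dimmer probes, and a gene below it has no value here.

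With the replicate block, 424 genes were down after GANP siRNA alone, the share of NXF1-down genes also down after GANP siRNA was 33.3%, the share of genes down after NXF1 siRNA alone that passed the direct comparison was 69.0%, and the GANP/NXF1 ratios were 4.24 for GANP siRNA alone and 0.082 for NXF1 siRNA alone. The authors' values gave 2 lists over-represented among genes down after GANP siRNA alone. With no filter the ratio for NXF1 siRNA alone was 0.155, and with the two-group fit the direct share was 58.8%. The filter at percentile 75 gave a share of 32.4%, a direct share of 68.7% and ratios of 4.38 and 0.094. For these the cause was not tested.

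At an adjusted p of 0.10 the share was 31.7%, the direct share 67.2%, the ratios 4.04 for GANP siRNA alone and 0.094 for NXF1 siRNA alone, and 10 lists passed after NXF1 siRNA. At an adjusted p of 0.01, 307 genes were down and 352 up after GANP siRNA, 1189 down and 938 up after NXF1 siRNA, 216 down after both, 91 down after GANP siRNA alone and 1332 different between the depletions. The share was 18.2% of NXF1-down and 70.4% of GANP-down genes, the direct share 49.9%, and the ratios 0.93 for both, 2.60 for GANP siRNA alone and 0.21 for NXF1 siRNA alone. There, 5 lists passed between the depletions and 0 were over-represented after GANP siRNA alone. At an adjusted p of 0.001 the same counts were 90, 81, 530, 374, 57, 33 and 447, with 473 down after NXF1 siRNA alone. The share was 10.8%, the direct share 37.0%, the ratios 0.95, 2.04 and 0.27, and 4 lists passed between the depletions. These follow from a threshold that passes more or fewer genes.

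With an estimated correlation 1 list passed after GANP siRNA, 0 after NXF1 siRNA and 1 between the depletions, and with fry, which does not compare a list with other genes, 17, 20 and 20 passed. The difference in control signal between genes down after both and after NXF1 siRNA alone was also tested with a smaller class. When the latter class was limited to its 830 genes past the direct test, the difference was no longer past 0.05 (permutation p = 0.156). The genes down after both stayed the same.

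Leaving out 1 array gave 392 (control siRNA replicate 2) to 865 (NXF1 siRNA replicate 1) genes down and 487 (control siRNA replicate 2) to 909 (NXF1 siRNA replicate 1) up after GANP siRNA. Genes down after both ranged from 270 (control siRNA replicate 2) to 561 (NXF1 siRNA replicate 1), and after GANP siRNA alone from 114 (GANP siRNA replicate 3) to 310 (NXF1 siRNA replicate 3). The share of NXF1-down genes ranged from 17.5% (GANP siRNA replicate 3) to 30.3% (NXF1 siRNA replicate 1), the share of GANP-down genes from 58.4% (NXF1 siRNA replicate 3) to 73.9% (GANP siRNA replicate 3) and the direct share from 45.4% (GANP siRNA replicate 2) to 64.2% (NXF1 siRNA replicate 1). The ratios ranged from 0.80 to 0.95 for both, from 2.93 to 4.48 for GANP siRNA alone and from 0.11 to 0.21 for NXF1 siRNA alone. Genes down after NXF1 siRNA alone (1094 to 1522) and genes different between the depletions (1726 to 2620) kept within 1.5 times. These fits leave 2 arrays in 1 group, and the counts moved both ways; the cause was not tested.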

Differences from the paper's values

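The settings of the alternatives below were set before the data were examined. Genes were called at the paper's stated thresholds, an adjusted p under 0.05 and for downregulated mRNAs a log2 fold change of 0.25, over another set of genes, since the paper examined fewer.

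Genes down after GANP siRNA alone numbered 276, and the paper's value is 149. Of 21 alternatives, 6 come within 1.5 times of the paper's value (without control siRNA replicate 1, 2 or 3 and without GANP siRNA replicate 1, 2 or 3), and the other 15 do not. Genes down after NXF1 siRNA alone numbered 1344, and the paper's value is 634; only an adjusted p of 0.001 comes within 1.5 times, at 473, and the other 20 alternatives do not. The share of NXF1-down genes also down after GANP siRNA was 27.0%, and the paper's value is 50.7%. None of the 21 alternatives comes within 1.5 times, with values from 10.8% to 33.3%. In the main setting 774 genes were down after GANP siRNA and 1842 after NXF1 siRNA. The share would thus stay below the paper's even if all 774 were shared.

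Over the stringencies tried, the lowest share was 10.8%, and the paper's is 44%, and the highest was 31.7%, and the paper's is 59%. The paper does not state which stringencies it used. None of 17 alternatives comes within 1.5 times of either, with lowest shares of 3.37% to 15.9% and highest shares of 23.5% to 35.1%. These shares are capped by the number of genes down after GANP siRNA. In the main setting that number dropped more than the number after NXF1 siRNA as the adjusted p threshold tightened.

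The GANP/NXF1 ratio of mean log2 fold changes was 3.64 for genes down after GANP siRNA alone, and the paper's is about 9.7 in Fig. 2B, read by eye. For genes down after NXF1 siRNA alone it was 0.14, and the paper's is about 0.02 in Fig. 2B, read by eye. None of the 21 alternatives comes within 1.5 times of either, with ratios of 2.04 to 4.48 and 0.082 to 0.266.

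The paper states that the genes down after both depletions are enriched for splicing, ribosome biogenesis and other RNA processing. Here none of 38 lists passed in that class: splicing gave 9 of 106 genes (adjusted p = 0.33) and ribosome biogenesis 6 of 90 (adjusted p = 0.85), while ribosome biogenesis was over-represented among genes down after GANP siRNA alone (16 of 90, adjusted p = 5.8e-09, and 2 of 90, adjusted p = 1.0, with genes called at an adjusted p under 0.01). The lists used here are not the paper's Gene Ontology terms, and the class, background and adjustment differ too. The paper describes a modified Fisher's exact test against the gene population. The p-values here are set against the genes tested and adjusted over lists and classes. Splicing genes did lie above the 4.0 by chance (Fisher's exact test, unadjusted p = 0.019). With the replicate block there were 13 (unadjusted p = 0.0037, adjusted p = 0.10). As in the paper, fatty acid metabolism was over-represented among genes down after NXF1 siRNA alone (21 of 57, adjusted p = 4.6e-06). Fisher's exact test takes genes as independent and leaves out the spread between arrays. By qRT-PCR, another measure, the paper gives FOSL1 as unchanged after NXF1 siRNA. On the arrays its log2 fold change was 0.45 (adjusted p = 0.051 in limma), past the threshold with the replicate block (adjusted p = 7.0e-04), and its fall after GANP siRNA was -0.68. The directions of SP1, RPS23, ARPP19, AXIN2, IDH2 and LLGL1, taken for the paper's LLGL, on these arrays were those the paper gives by qRT-PCR. Their log2 fold changes after NXF1 siRNA were -0.93, -1.08, -1.06, -1.01, -0.92 and -0.89. LLGL2, the other gene that name could mean, was called in neither comparison (0.12 and 0.22).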

Other observations

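The test of RNAs without a poly(A) tail after NXF1 siRNA was chosen after its result was seen. Of 21 measured MAPK pathway feedback targets, 0 rose and 4 fell after GANP siRNA (0 and 4 when adjusted over the list alone) and 8 rose and 5 fell after NXF1 siRNA (9 and 5 when adjusted over the list alone); the list passed in neither comparison with control siRNA (adjusted p = 0.22 and 0.11). After GANP siRNA DUSP6, a phosphatase that acts on ERK, had a log2 fold change of -0.63 (standard error 0.10), and after NXF1 siRNA PLAUR, the urokinase receptor, had 0.97 (standard error 0.08) and HBEGF, a ligand of the EGF receptor, 0.92 (standard error 0.09). Of the immediate early genes, 6 rose and 5 fell after GANP siRNA (7 and 6 when adjusted over the list alone), with a median of -0.04 (adjusted p = 0.96). FOS had -1.03 (standard error 0.18) and EGR1 -0.81 (standard error 0.10) after GANP siRNA, whereas ID2 rose by 0.84 (standard error 0.08).

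Of 14 measured colon epithelial markers, 5 rose and 0 fell after NXF1 siRNA (6 and 1 when adjusted over the list alone), among them E-cadherin, CDH1, at 0.85 (standard error 0.22) and EPCAM at 0.65 (standard error 0.12). That list had a median of 0.16 (adjusted p = 0.099) and passed without control siRNA replicate 3 (adjusted p = 0.048); after GANP siRNA 0 of its genes rose or fell. Of 9 fibroblast markers, ACTA2 and TAGLN rose after GANP siRNA, TAGLN at 0.42 (standard error 0.09), and after NXF1 siRNA TAGLN rose at 0.92 (standard error 0.09) and ACTA2 and VIM fell, VIM at -0.69 (standard error 0.11). The call of TAGLN after GANP siRNA was lost without control siRNA replicate 2 (adjusted p = 0.051) or with the mean of probes (adjusted p = 0.070), and the list passed without GANP siRNA replicate 2 (adjusted p = 0.033). Of the markers, 14 of 23 for colon epithelium, 9 of 18 for fibroblasts and 10 of 18 for blood cells lay above the signal filter in these cells. Of 10 blood cell markers, 0 rose or fell after GANP siRNA, and after NXF1 siRNA the globin genes HBA1 (0.74) and HBA2 (0.66) rose and HBG1 (-0.34) and HBG2 (-0.33) fell. The call of HBG2 was lost without control siRNA replicate 2 (adjusted p = 0.12), NXF1 siRNA replicate 2 (adjusted p = 0.058) or NXF1 siRNA replicate 3 (adjusted p = 0.099). Of 16 reference genes, POLR2A (0.76) rose and TUBB (-0.36) fell after GANP siRNA, and B2M (0.67) rose and TUBB (-0.34) and GUSB (-0.31) fell after NXF1 siRNA. With the mean of probes TUBB no longer passed the fold threshold, at -0.25 and -0.23.

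Of 20 Wnt targets, 0 rose and 4 fell after GANP siRNA and 2 rose and 7 fell after NXF1 siRNA, with medians of -0.05 and -0.15 (adjusted p = 0.19 and 0.10). AXIN2 led the falls after NXF1 siRNA, followed by SOX4 at -0.91 (standard error 0.14), and the genes that rose were DKK1 (0.40, chosen after its value was seen) and CCND1 (0.32). Of 23 hypoxia targets, 8 rose and 4 fell after NXF1 siRNA (median 0.22, adjusted p = 0.079) and 2 rose and 1 fell after GANP siRNA. Interferon-stimulated genes had 11 up and 4 down after NXF1 siRNA (median 0.12, adjusted p = 0.059) and passed without control siRNA replicate 2 (adjusted p = 0.019) or NXF1 siRNA replicate 3 (adjusted p = 0.044), and p53 targets had 8 up and 5 down (median 0.13, adjusted p = 0.099). Histones had 2 up and 0 down after NXF1 siRNA (adjusted p = 0.24) and mitochondrial ribosomal proteins 3 up and 10 down (adjusted p = 0.48). After GANP siRNA, ER stress and ATF4 targets had 3 up and 0 down (adjusted p = 0.22, and adjusted p = 0.039 without GANP siRNA replicate 2) and ER membrane and secretory proteins 4 up and 0 down (adjusted p = 0.11). The latter passed without control siRNA replicate 1 (adjusted p = 0.034), GANP siRNA replicate 1 (adjusted p = 0.044) or GANP siRNA replicate 2 (adjusted p = 0.017).

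Median and mean log2 fold change differ in sign, among other lists, for mRNA export machinery after GANP siRNA (0.041 and -0.034, direction down in camera), and after NXF1 siRNA for cytosolic ribosomal proteins (0.011 and -0.055, down), ribosome biogenesis (0.002 and -0.033, down), snoRNA host genes (-0.061 and 0.020, up) and heat shock proteins (-0.003 and 0.034, up). Immediate early genes after GANP siRNA had -0.036 and -0.004 with direction up. None of these lists passed camera in that comparison.

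The remaining lists passed in neither comparison with control siRNA (adjusted p between 0.058 and 0.75). They were translation factors (45 measured, 0 up and 2 down after GANP siRNA and 4 up and 8 down after NXF1 siRNA), cytosolic ribosomal proteins (68 measured, 0 up and 6 down after GANP siRNA and 0 up and 7 down after NXF1 siRNA), RNA exosome (12 measured, 0 up and 1 down after GANP siRNA and 0 up and 2 down after NXF1 siRNA) and mRNA 3' end processing (25 measured, 0 up and 3 down after GANP siRNA and 1 up and 6 down after NXF1 siRNA). They also included mRNA export machinery (28 measured, 1 up and 2 down after GANP siRNA and 4 up and 4 down after NXF1 siRNA), nucleoporins (27 measured, 0 up and 0 down after GANP siRNA and 5 up and 2 down after NXF1 siRNA), RNA polymerase and general transcription factors (79 measured, 7 up and 4 down after GANP siRNA and 11 up and 9 down after NXF1 siRNA) and snoRNA host genes (6 measured, 0 up and 1 down after GANP siRNA and 1 up and 0 down after NXF1 siRNA). Others were DNA repair (62 measured, 3 up and 5 down after GANP siRNA and 5 up and 10 down after NXF1 siRNA), G2/M cell cycle (68 measured, 0 up and 2 down after GANP siRNA and 2 up and 8 down after NXF1 siRNA) and proteasome (40 measured, 1 up and 2 down after GANP siRNA and 2 up and 2 down after NXF1 siRNA), and heat shock proteins (28 measured, 2 up and 3 down after GANP siRNA and 2 up and 1 down after NXF1 siRNA), cholesterol biosynthesis (21 measured, 3 up and 0 down after GANP siRNA and 5 up and 2 down after NXF1 siRNA) and oxidative phosphorylation, nuclear encoded (63 measured, 1 up and 1 down after GANP siRNA and 2 up and 7 down after NXF1 siRNA). The RNA exosome list passed camera after GANP siRNA without GANP siRNA replicate 1 (adjusted p = 0.042) or GANP siRNA replicate 2 (adjusted p = 0.039). It also passed with no filter (adjusted p = 0.030) or with the mean of probes (adjusted p = 0.034). Metabolic lists after NXF1 siRNA had 2 up and 11 down for heme and cofactor biosynthesis (median -0.20, adjusted p = 0.059), 2 up and 7 down for glycolysis, 0 up and 3 down for the pentose phosphate pathway, 4 up and 11 down for amino acid and one-carbon metabolism and 1 up and 5 down for the TCA cycle and pyruvate metabolism. Heme and cofactor biosynthesis passed camera with no filter (adjusted p = 0.0088), with the replicate block (adjusted p = 0.043) and without control siRNA replicate 3 (adjusted p = 0.048). Mitochondrially encoded transcripts had 0 measured genes and nuclear-retained noncoding RNAs 2, too few to test.

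Among the rises, 418 genes were shared by the depletions, where independent lists would share 95.5, which is 27.5% of genes up after NXF1 siRNA and 50.7% of those up after GANP siRNA. The median log2 signal with control siRNA was 9.45 for genes down after both depletions and 9.22 for genes down after NXF1 siRNA alone, a difference of 0.22 (permutation test, two-sided, p = 0.049; genes are not independent replicates); signals of different probes do not compare the abundance of different mRNAs. The difference was no longer past 0.05 when the genes down after NXF1 siRNA alone were limited to those past the direct comparison (permutation p = 0.156).

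The RNAs without a poly(A) tail tested beside the histones had a median log2 fold change of 0.149 (interval 0.0715 to 0.213) after NXF1 siRNA, with 8 of 39 up and 1 down. RN7SK had the largest rise, followed by the small nuclear RNA RNU2-1 at 1.55 (standard error 0.15). Most RNAs of this set are small nucleolar or small nuclear RNAs. Whether the purity of the cytoplasmic fraction differed between the groups was not tested here. MALAT1, the nuclear RNA that the paper measured for the fractionation, lay below the signal filter. Of the export factors and partners of GANP that the paper names, NXT1, ENY2, PCID2 and TPR were called in neither comparison, and neither was LLGL2, with 0.12 (standard error 0.12) after GANP siRNA and 0.22 (standard error 0.12) after NXF1 siRNA.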
